# A multi-omic analysis reveals the regulatory role of CD180 during the response of macrophages to *Borrelia burgdorferi*

**DOI:** 10.1038/s41426-017-0018-5

**Published:** 2018-03-07

**Authors:** Ana Carreras-González, Nicolás Navasa, Itziar Martín-Ruiz, José Luis Lavín, Mikel Azkargorta, Estíbaliz Atondo, Diego Barriales, Nuria Macías-Cámara, Miguel Angel Pascual-Itoiz, Leticia Sampedro, Julen Tomás-Cortázar, Ainize Peña-Cearra, Aize Pellón, Rafael Prados-Rosales, Leticia Abecia, Félix Elortza, Ana M. Aransay, Héctor Rodríguez, Juan Anguita

## Abstract

Macrophages are cells of the innate immune system with the ability to phagocytose and induce a global pattern of responses that depend on several signaling pathways. We have determined the biosignature of murine bone marrow-derived macrophages and human blood monocytes using transcriptomic and proteomic approaches. We identified a common pattern of genes that are transcriptionally regulated and overall indicate that the response to *B. burgdorferi* involves the interaction of spirochetal antigens with several inflammatory pathways corresponding to primary (triggered by pattern-recognition receptors) and secondary (induced by proinflammatory cytokines) responses. We also show that the Toll-like receptor family member CD180 is downregulated by the stimulation of macrophages, but not monocytes, with the spirochete. Silencing *Cd180* results in increased phagocytosis while tempering the production of the proinflammatory cytokine TNF. *Cd180*-silenced cells produce increased levels of *Itgam* and surface CD11b, suggesting that the regulation of CD180 by the spirochete initiates a cascade that increases CR3-mediated phagocytosis of the bacterium while repressing the consequent inflammatory response.

## Introduction

Innate immune responses constitute the first host defense mechanism against infection. Phagocytic cells, particularly macrophages and dendritic cells, recognize and internalize bacteria by phagocytosis^1^. In addition to the elimination of invading pathogens, the internalization of microorganisms via phagocytosis is the starting point for several downstream signaling pathways, including proinflammatory cascades, as well as those associated with antigen presentation and the activation of cells involved in acquired immune responses. Thus, phagocytosis has critical consequences for the overall response to an invading pathogen, and its coupling to inflammation must be tightly regulated. Innate immune responses to pathogens occur via the activation of different families of receptors, which collectively are referred to as pattern-recognition receptors (PRRs). The best-known examples of PRRs are the families of Toll-like receptors (TLRs), C-type lectin receptors, NOD-like receptors, and RIG-I-like receptors^2^. These molecules respond to specific pathogen components^3^ and are ideal candidates as couplers of phagocytosis to inflammation since they are recruited to phagosomes.

Lyme borreliosis, which is caused by members of the spirochete family from the genus *Borrelia*, is the most common arthropod-borne infection in Europe, with at least 65,000 documented cases every year^4^, and in North America^5,6^, where an estimated 300,000 cases occur annually^7^. Symptoms associated with Lyme borreliosis may be debilitating and long-lasting despite appropriate antibiotic treatment. Local inflammatory responses during early infection often result in the appearance of a skin rash (erythema migrans) at the inoculation site. The initial skin inflammatory reaction can be accompanied by other symptoms such as fever, headache, malaise, myalgia, and/or arthralgia^8^. The spirochete disseminates hematogenously and colonizes different tissues and/or organs, inducing a variety of inflammatory symptoms including conduction system abnormalities, meningitis, and acute arthritis^9,10^. Some untreated individuals develop persistent forms of the disease that are normally associated with the prolonged infection with the spirochete^11^. Extensive research has been performed in the last several years to identify the receptors and signals related to the internalization and immune responses to *B. burgdorferi*. TLRs have an important role in sensing spirochete constituents and triggering immune responses^12^. The involvement of other surface receptors such as CR3-CD14^13^, MARCO^14^, or uPAR^15^ in both internalization and macrophage-dependent immune modulation has also been recently described. The importance of the phagocytic process during infection with *B. burgdorferi* is twofold: first, it allows the control of spirochetal numbers during infection, especially in those organs susceptible to developing an inflammatory process, such as the heart, in which phagocytosis seems to outperform the elimination of the bacteria by circulating antibodies^16,17^; second, phagocytosis modulates both the quality and quantity of the inflammatory response by allowing the interaction of pathogen-associated molecular patterns (PAMPs) with their cognate PRRs upon degradation of the bacteria in phagolysosomal compartments^18–21^. Phagocytosis of *B. burgdorferi* by macrophages and other cell types is, therefore, probably one of the most important mechanisms of control of the bacteria in the mammalian host.

Large-scale analytical approaches to quantify gene expression (transcriptomics), proteins (proteomics), and metabolites (metabolomics) have emerged with a potential to advance the identification of biomarkers in early, disseminated and post-treatment disease stages^22^. These technologies may permit a definition of the disease stage and facilitate its early detection to improve diagnosis. Here we employed different omic techniques to study innate immune responses to the spirochete using both murine macrophages and human monocytes. Using RNAseq, we show the global transcriptional profile of primary murine macrophages after exposure to *B. burgdorferi*. Our results confirm the involvement of some immune traits that have been previously described during the activation of macrophages upon *B. burgdorferi* stimulation and reveal new genes that might be involved in these processes. We also found that these transcriptional traits are present in human monocytes stimulated with the spirochete, albeit with several differences that are probably species and/or cell type (monocytes vs. macrophages)-dependent. Finally, we use a proteomic analysis of *B. burgdorferi*-stimulated murine bone marrow-derived macrophages to further corroborate the transcriptomic findings and identify novel regulators of the response to the bacterium. In particular, we describe the regulation of CD180 in response to *B. burgdorferi*. Our results show that CD180 modulates both phagocytosis and inflammation in response to *B. burgdorferi* through the transcriptional repression of complement receptor 3 (CR3). Overall, our data define the specific expression traits in monocytes/macrophages in response to the spirochete, allowing the identification of components that modulate the specific interaction between the pathogen and innate immune cells.

## Materials and methods

### Mice

C57Bl/6 (B6) mice were purchased from Charles River Laboratories (Barcelona, Spain) and bred at CIC bioGUNE. All work performed with animals was approved by the competent authority (Diputación de Bizkaia) following European and Spanish directives. The CIC bioGUNE’s Animal Facility is accredited by AAALAC Intl.

### Bacteria

*B. burgdorferi* Bb914, a clone derived from strain 297 that contains a constitutively expressed GFP reporter stably inserted into cp26^23^, along with wild-type *B. burgdorferi* 297 were used for BMMs and RAW264.7 cells. *B. burgdorferi* clone 5A15 of strain B31 was used to stimulate human monocytes and monocyte-derived macrophages. Bacteria were grown in 5-ml tubes at 34 °C in BSK-H medium (Sigma Aldrich Quimica SL, Madrid, Spain). All stimulations were performed for a period of 16 h unless otherwise stated.

### Cell culture

The macrophage-like RAW264.7 cell line was maintained in DMEM (Lonza, Barcelona, Spain) supplemented with 10% FCS, 2.4 mM l-glutamine and 10% penicillin–streptomycin (Thermo Fisher Scientific, Waltham, MA). RAW264.7 cells were washed and resuspended in FCS– and penicillin–streptomycin-free DMEM 2 h before use.

Bone marrow-derived macrophages (BMMs) were generated from 8–12-week-old C57Bl/6 (B6) mice as described^16^. Bone marrow cells were collected from the femoral shafts and incubated in 100 mm × 15 mm Petri dishes (Thermo Fisher Scientific) for 8 days in DMEM supplemented with 10% FCS and 10% penicillin–streptomycin plus 30 ng/ml of M-CSF (Miltenyi Biotec, Bergisch Gladbach, GE). Following incubation, non-adherent cells were eliminated, and adherent macrophages were scraped, counted and seeded in 6-well tissue-culture plates for stimulation at a density of 10^6^ cells per ml. Macrophages were allowed to rest overnight prior to stimulation.

Lentiviral particles containing shRNA targeting *Clec4e* (Sigma Aldrich) and *Cd180* (OriGene Technologies, Rockville, MD) were produced as previously described^24^. Supernatants containing the virus were used to infect RAW264.7 cells, followed by incubation with puromycin at 3 µg/ml to generate stable lines. Cells containing the empty vector pLK0.1 were used as controls.

Human monocytes were purified from buffy coats of healthy blood donors by positive selection using a human CD14 purification kit (Miltenyi Biotec). Peripheral blood monocytic cells were isolated by Ficoll density centrifugation at 400x*g* for 30 min without brakes. The monocyte layer was recovered, washed, and processed according to the manufacturer’s protocol. Monocytes were allowed to rest for at least 4 h before stimulation. To obtain macrophages, purified human monocytes were incubated for 8 days in RPMI 1640 medium (Lonza) supplemented with 10% FCS, 2.4 mM l-glutamine, 10% penicillin–streptomycin and 30 ng/ml of human M-CSF (Miltenyi Biotec). The cells were rested overnight before stimulation. All human samples were obtained after approval by the Basque Country’s Ethics committee following the Helsinki convention. Donors signed an informed consent form and were anonymized to the authors.

### Phagocytosis assays

Phagocytosis assays were performed as previously described^13^. Experiments were performed in DMEM medium without serum or antibiotics. The day before the assay, the cells were seeded at a density of 1 × 10^6^ cells per ml. After 24 h, *B. burgdorferi* was added to the cells at a multiplicity of infection (m.o.i.) of 25 and incubated at 4 °C for 15 min followed by 37 °C for 1.5 h. The cells were then washed to eliminate surface bacteria and analyzed by flow cytometry or confocal microscopy.

### Confocal microscopy

Following incubation of the cells with bacteria, the cells were washed extensively, fixed in 3.7% paraformaldehyde for 7 min and then washed with PBS. The cells were then permeabilized with 0.1% Triton-X for 5 min and washed. After blocking non-specific binding with 5% BSA for 60 min, the cells were stained with rhodamine phalloidin for 10 min to visualize the actin cytoskeleton followed by DAPI for 10 min to stain the nuclei (Thermo Fisher Scientific), both at 37 °C. After extensive washing in PBS, the cells were mounted with Prolong Gold Anti-fade mounting reagent (Thermo Fisher Scientific). Photomicrographs were obtained using a Zeiss LSM 880 Confocal System.

### TNF ELISA

The levels of TNF produced by *B. burgdorferi* stimulation were determined by capture ELISA using the DuoSet II kit (R&D Systems, Minneapolis, MN) according to the manufacturer’s recommendations.

### RNA extraction

Total RNA was extracted using the NucleoSpin® RNA kit (Macherey-Nagel, Düren, GE). The quantity and quality of the RNAs were evaluated using the Qubit RNA Assay Kit (Thermo Fisher Scientific) and RNA Nano Chips in a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), respectively.

### RNAseq transcriptomics

Libraries for sequencing were prepared using the TruSeq RNA Sample Preparation Kit v2 (Illumina Inc., San Diego, CA) following the manufacturer’s instructions. Single-read 50-nt sequencing of pooled libraries was carried out in a HiScanSQ platform (Illumina Inc.). The data were generated from macrophages differentiated from three independent mice.

### Gene expression array

Total RNA (200 ng) was used to characterize gene expression with Illumina Human HT12 v4 BeadChips (GPL10558) containing 48,804 probes derived from Human RefSeq build 36.2. The cRNA synthesis, amplification, labeling and hybridization of the RNAs were performed following the Whole-Genome Gene Expression Direct Hybridization protocol (Illumina Inc.). cRNAs were then hybridized to the diverse gene-probes of the array, and the gene expression levels of the samples were detected using a HiScan scanner (Illumina Inc.). Raw data were extracted with GenomeStudio analysis software (Illumina Inc.) in the form of GenomeStudio’s Final Report (sample probe profile). The data were generated using purified monocytes from three donors.

### Data analysis

Quality control of the RNAseq sequenced samples was performed using FASTQC software (www.bioinformatics.babraham.ac.uk/projects/fastq). Reads were mapped against the whole mouse (*mm10*) reference genome by Tophat^25^ to account for splice junctions. The resulting BAM alignment files for the samples were the input for the differential expression (DE) analysis carried out by DESeq2^26^ to account for differentially expressed genes between *B. burgdorferi*-stimulated and unstimulated macrophages. Alignment files were taken as input to generate a table of read counts via R/Bioconductor package GenomicAlignments through the *sumarizeOvelaps* function in “union” mode for single reads/experiment. The number of uniquely mapped reads ranged from 23 to 25 × 10^6^ per sample.

For array data analysis, first, raw expression data were background-corrected, log_2_-transformed and quantile-normalized using the *lumi* R package^27^ available through the Bioconductor repository. Probes with a “detection *p*-value” lower than 0.01 in at least one sample were selected. For the detection of differentially expressed genes between *B. burgdorferi*-stimulated and unstimulated monocytes, a linear model was fitted to the probe data, and empirical Bayes moderated t-statistics were calculated using the *limma* package^28^ from Bioconductor. Only genes with a differential fold change (FC) >2 or <−2 and a *p*-value < 0.05 were considered differentially expressed.

GO enrichment was tested using the clusterProfiler^29^ Bioconductor package and the Panther Database^30^. Gene Ontology enrichment assessment was achieved according to GO^31^ and KEGG^32^ database terms. The data were also analyzed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA, QIAGEN, Red Wood City, CA).

### Real-time RT-PCR

RNA was reverse-transcribed using M-MLV reverse transcriptase (Thermo Fisher Scientific). Real-time PCR was then performed using SYBR Green PCR Master Mix (Thermo Fisher Scientific) on a QuantStudio 6 real-time PCR System (Thermo Fisher Scientific). The fold induction of the genes was calculated using the 2^−ΔΔCt^ method relative to the reference genes, *Rpl19* (mouse) or *RNABP1* and *PLXNC1* (human). The primers used are listed in Supplementary Table S1.

### Label-free (LF) mass spectrometry proteomics analysis

Total protein from *B. burgdorferi*-stimulated and unstimulated BMMs (from three independent mice) was extracted using 3.5 M urea, 1 M thiourea, and 2% CHAPS. The samples were incubated for 30 min at RT under agitation and digested following the filter-aided sample preparation (FASP) protocol described by Wisniewski et al^33^ with minor modifications. Trypsin was added at a trypsin:protein ratio of 1:10, and the mixture was incubated overnight at 37 °C, dried in an RVC2 25 speedvac concentrator (Christ), and resuspended in 0.1% formic acid.

The equivalent of approximately 500 ng of each sample was analyzed by LC–MS LF analysis. Peptide separation was performed on a nanoACQUITY UPLC System (Waters, Cerdanyola del Vallès, Barcelona, Spain) connected on-line to an LTQ Orbitrap XL mass spectrometer (Thermo Fisher Scientific). An aliquot of each sample was loaded onto a Symmetry 300 C18 UPLC Trap column (180 µm × 20 mm, 5 µm -Waters-). The pre-column was connected to a BEH130 C18 column (75 μm × 200 mm, 1.7 μm (Waters) and equilibrated in 3% acetonitrile and 0.1% FA. Peptides were eluted directly into an LTQ Orbitrap XL mass spectrometer (Thermo Finnigan, Somerset, NJ) through a nanoelectrospray capillary source (Proxeon Biosystems, Thermo Fisher Scientific) at 300 nl/min and using a 120 min linear gradient of 3–50% acetonitrile. The mass spectrometer automatically switched between MS and MS/MS acquisition in DDA mode. Full MS scan survey spectra (*m*/*z* 400–2000) were acquired in the orbitrap with a mass resolution of 30000 at *m*/*z* 400. After each survey scan, the six most intense ions above 1000 counts were sequentially subjected to collision-induced dissociation (CID) in the linear ion trap. Precursors with charge states of 2 and 3 were specifically selected for CID. Peptides were excluded from further analysis during 60 s using the dynamic exclusion feature.

Progenesis LC–MS (version 2.0.5556.29015, Nonlinear Dynamics, Newcastle Upon Tyne, UK) was used for the LF differential protein expression analysis. One of the runs was used as the reference to which the precursor masses in all other samples were aligned. Only features comprising charges of 2+ and 3+ were selected. The raw abundances of each feature were automatically normalized and logarithmized against the reference run. Samples were grouped in accordance with the comparison being performed, and an ANOVA analysis was performed. A peak list containing the information for all the features was generated and exported to the Mascot search engine (Matrix Science Ltd., London, UK). This file was searched against a Uniprot/Swissprot database, and the list of identified peptides was imported back to Progenesis LC–MS. Protein quantification was performed based on the three most intense non-conflicting peptides (peptides occurring in only one protein), except for proteins with only two non-conflicting peptides. The significance of expression changes was tested at the protein level, and proteins with an absolute value of log_2_(fold change) ≥ 1 and ANOVA *p*-value ≤ 0.05 were selected for further analyses.

### Statistical analysis

The results are presented as the means ± SE (standard error). Significant differences between means were calculated with the Student’s t test. A *p*-value < 0.05 was considered significant. The Benjamini–Hochberg adjustment method was used for multiple hypothesis testing in DESeq2 (RNAseq) and *limma* (microarray).

### Data availability

The transcriptomic and microarray data are deposited under GEO accession number GSE103483. The proteomics data are deposited in ProteomeXchange under the accession number PXD008228.

## Results

### Global transcriptional response of murine BMMs to *B. burgdorferi* stimulation

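RNA from BMMs, macrophages differentiated from bone marrow of C57Bl/6 mice with M-CSF, was sequenced from 3 libraries of unstimulated cells and 3 libraries of cells stimulated with *B. burgdorferi* for 16 h at an m.o.i. of 25. The paper states that the macrophages came from 3 independent mice. The authors mapped single reads to the mm10 genome with TopHat and counted them on genes with summarizeOverlaps in union mode, which leaves out reads on exons of more than 1 gene. The deposited values are these counts per library, whole numbers without normalization, for 23725 NCBI gene numbers, of which 23666 matched a gene of the GRCm38 annotation. The stimulated libraries held 10409770, 11292085 and 9285452 counts (median 10409770), and the unstimulated libraries held 11068067, 10865327 and 14205884 counts (median 11068067). The paper's stated depth of 23 to 25 M reads per sample is for uniquely mapped reads, whereas all values here rest on the counts on genes. At this depth, 3 counts corresponded to between 0.201 and 0.343 CPM (counts scaled to a common library size), a limit that covers counting error only. The counts were normalized by edgeR's TMM method, whose factors lay between 0.935 and 0.948 in stimulated and between 1.053 and 1.065 in unstimulated BMMs. Genes with low counts were removed with filterByExpr at its minimum count of 10, which left 11766 genes. The conditions were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes at an absolute log2 fold change of 1 or more and an adjusted p under 0.05 were called upregulated or downregulated. DESeq2, the test that the paper names, was run as an alternative. Values per condition are the mean CPM ± SD (n = 3 libraries), and standard errors (SE) of log2 fold changes were derived from the F statistic. Positions are those of the GRCm38 assembly, which mm10 also denotes. An exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1 and was not used for single genes.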

To unveil main transcriptional traits involved in the response of macrophages to the spirochete, we performed RNAseq comparing non-stimulated with *B. burgdorferi*-stimulated BMM. 

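In a principal component analysis of log2 CPM (prior count 2) over the 500 most variable genes, the first component carried 94.35% of the variance and the second 2.81%. Along the first component, the 3 stimulated libraries lay between -50.35 and -50, and the 3 unstimulated libraries between 38.15 and 56.14. Unstimulated replicate 1, at 38.15, was the nearest of them to the stimulated libraries. The second component separated stimulated replicate 3, at -17.41, from stimulated replicates 1 and 2, at 9.33 and 8.04. The share of the first component ranged from 92.72% to 96.67% when 1 library was left out at a time, and was 86.6% over all tested genes, the alternative that moved it most. In 7527 tested genes (64%), every stimulated library lay on the same side of every unstimulated library, against 10% by chance in 3 against 3 libraries.

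**Figure D1:**
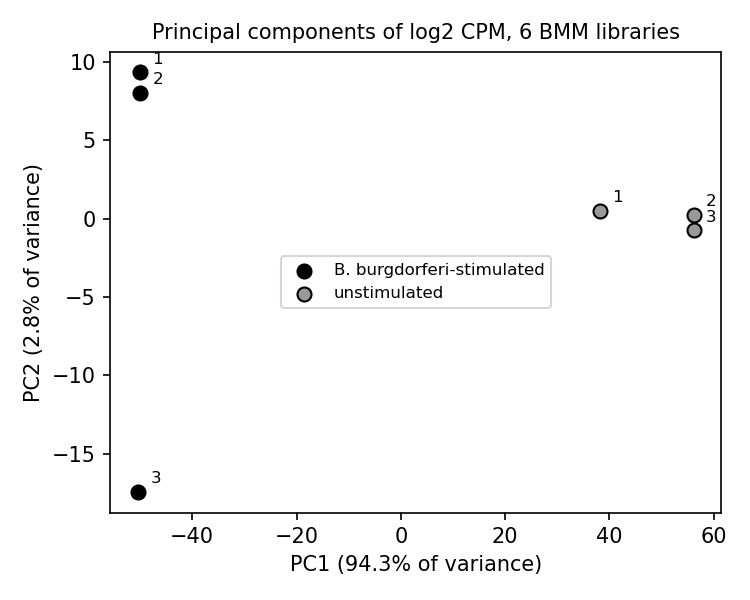
Principal components of the 6 libraries (PC1 on the horizontal and PC2 on the vertical axis, log2 CPM, 500 genes, numbers give the replicate). The stimulated libraries sit near -50 on PC1 and the unstimulated libraries between 38.15 and 56.14, and stimulated replicate 3 lies apart on PC2.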

Principal component analysis (PCA) (Fig. 1a) and sample distance matrix (Supplementary Figure S1) showed a clear transcriptional signature derived from BMM exposure to the spirochete. A total of 2066 genes were upregulated and 2315 were downregulated when applying cut-off values of twofold induction (absolute value of log_2_ ratio ≥ 1) and a p value of 0.05 (Fig. 1b). 

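In the deposited counts, 1392 genes were upregulated and 1546 downregulated among the 11766 tested, with the same thresholds applied to the fold change and the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 2920 of the 2938 called genes (99.4%) the libraries of both conditions did not overlap. Another 3390 genes had an adjusted p under 0.05 in that test and an absolute log2 fold change under 1. With the DESeq2 test, 1528 genes were upregulated and 1697 downregulated, of which 1369 and 1514 were also called by edgeR. Among the alternatives planned for these counts, edgeR's test against a log2 fold change of 1 moved them most, to 890 and 904 genes. The largest counts, 3582 and 3666 genes, came from DESeq2 with an unadjusted p and without a fold threshold, a setting chosen after seeing the data. All 10 genes identified in Fig. 1b were called in these libraries. The log2 fold changes of the 6 upregulated genes, *Procr*, *Il1a*, *Met*, *Mmp13*, *Il1rn* and *Cxcl3*, lay between 6.59 for *Il1rn* and 9.81 for *Cxcl3*. *Il1a* (NCBI gene 16175, chromosome 2, 129299609 to 129310186) rose from 1.23 ± 0.415 CPM (SD, n = 3) to 860.4 ± 191.6 CPM (SD, n = 3), a log2 fold change of 9.46 (SE 0.31, adjusted p = 4.18e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Procr* (NCBI gene 19124, chromosome 2, 155751125 to 155755478) rose from 10.3 ± 3.78 to 1931 ± 199.5 CPM. The 4 downregulated genes, *Clec12a*, *Hpgds*, *Sesn1* and *Arhgap19*, had log2 fold changes between -4.41 for *Arhgap19* and -3.17 for *Clec12a*. *Clec12a* (NCBI gene 232413, chromosome 6, 129349783 to 129365303) fell from 663 ± 47.9 to 73.5 ± 3.87 CPM (adjusted p = 5.15e-06 by the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).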

Representative upregulated and downregulated genes were validated by qRT-PCR (Supplementary Figure S2, see also Fig. 3d, f). We then performed an ingenuity pathway analysis (IPA) to obtain information about pathways that were triggered by *B. burgdorferi* exposure. As expected, the stimulation of BMMs with *B. burgdorferi* triggered a pattern of gene expression consistent with the recruitment, activation and proliferation of mononuclear leukocytes (Fig. 1c). Overall, a large number of genes that were regulated by *B. burgdorferi* (317 genes) were related to inflammatory responses, and a sizeable amount (64 genes) identified phagocytosis as a hallmark of the response (Fig. 1c).

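Table S2 lists the genes that the study associated with phagocytosis and the activation of phagocytes, 213 different mouse genes with a log2 ratio in BMMs, 120 positive and 93 negative. Of these, 196 passed the filter on low counts, and 192 of them were called in the direction of the study's ratio by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene of the table was called in the opposite direction, by edgeR, by DESeq2 or by limma-voom. Adjusted over the list alone, the count was 195 of 196; the study chose the list from these samples, so it is not independent evidence. The 4 genes that were not called were *Fgr*, *Il1r1*, *Padi4* and *Ptx3*, with adjusted p between 0.0599 and 0.0895 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 4 are named because they are the exceptions, after their values were seen. Across the 194 of these genes with counts in both conditions, which are not independent replicates, the log2 fold changes correlated with the study's log2 ratios with Pearson's r = 0.9953, and across all 196 with r = 0.9926 when the genes at 0 in a condition were taken at their bound. The filter that required at least 10 counts in every library moved the number of called genes most, to 158, because fewer genes were tested. For the inflammatory response, 22 cytokine, chemokine and feedback genes that depend on NF-kB were listed from general knowledge before the data were examined, and are not the set of the study's pathway analysis. All 20 of them that were tested were upregulated, with the adjustment over all genes and adjusted over the list alone, and the log2 fold changes ranged from 1.32 to 9.81. Their median was 4.6 with *Il12a*, which had 0 counts in all 3 unstimulated libraries and 7.5 ± 2.67 CPM in stimulated BMMs, taken at its bound of at least 31.4-fold higher against 3 counts per library. As a set they shifted upward relative to the other genes (adjusted p = 3.31e-16 by limma's camera test with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the sets). Of the 11 sets reported, 7 were called by limma's camera test, and the same 7 and the Toll-like receptors by fry. With a correlation estimated from the libraries, the alternative that moved these tests most, 0 sets were called and the lowest adjusted p was 0.0771. The complement receptor 3 and beta2 integrin genes, the phagocytic receptors among the sets, did not shift as a set (adjusted p = 0.824 by limma's camera test, 1 of 4 higher and 3 lower).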

**Fig. 1:**
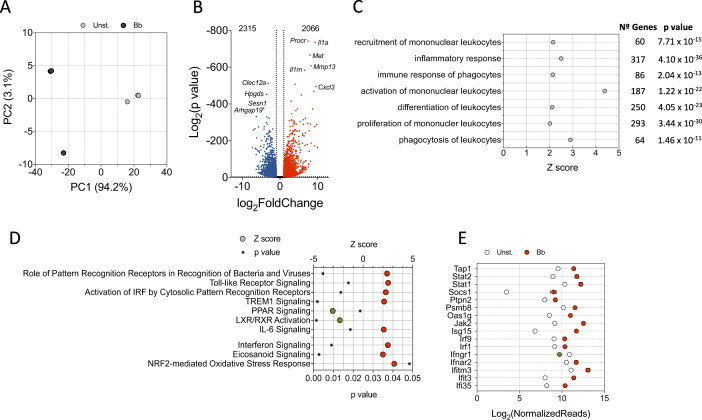
RNAseq analysis of murine BMMs stimulated with *B. burgdorferi*. **a** PCA of BMMs stimulated with *B. burgdorferi* (black circles) or left unstimulated (gray circles). **b** Volcano plot showing genes upregulated (red dots) or downregulated (blue dots) upon stimulation of BMMs with *B. burgdorferi*. Ten of the most regulated genes are identified. **c** Biological processes that are significantly regulated by the stimulation of BMMs with *B. burgdorferi*. The Z scores identify those processes that are differentially regulated (*Z* > 2). The number of genes corresponding to each process and the *p*-value obtained by IPA is also shown. **d** *Z* scores corresponding to genes regulated by *B. burgdorferi* in BMMs in response to specific PRRs and upstream regulators. *Z* scores >2 or <−2 were considered significant. **e** Genes that are differentially regulated by *B. burgdorferi* in BMMs (red circles = upregulated; green circle = downregulated) corresponding to the interferon signaling pathway according to IPA

The expression profile of macrophages exposed to the spirochete resembled the transcriptional fingerprint upon recognition of bacteria and viruses by PRRs, including Toll-like receptor signaling or activation of IRF by cytosolic PRRs (Fig. 1d). Furthermore, the expression profile significantly resembled TREM1 receptor signaling events (Fig. 1d) upon stimulation. This protein acts as an amplifier of monocyte inflammatory responses triggered by infections by stimulating the release of proinflammatory chemokines and cytokines. In contrast, signaling intermediates induced by PPAR, a well-recognized suppressor of inflammatory responses^34–36^, were significantly repressed upon stimulation with *B. burgdorferi* (Fig. 1d). 

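Of the 16 Toll-like receptors and co-receptors listed, 13 were tested, and their log2 fold changes went both ways, from -3.84 to 2.51. Stimulation upregulated 4 of them and downregulated 5, and these 9 calls were the same in number when adjusted over the list alone. The set did not shift in one direction by limma's camera test (adjusted p = 0.301), although fry, which does not compare the set with other genes, gave an adjusted p of 0.00454. It holds transcripts of the receptors and co-receptors, not of the genes that their signaling regulates. These values therefore do not test the paper's statement on Toll-like receptor signaling. For the IRF branch, 27 type I interferon-stimulated genes were listed, and all 27 were upregulated, over all genes and adjusted over the list alone. Their log2 fold changes had a median of 2.82 and ranged from 1.26 to 4.88, a shift of the set with an adjusted p of 4.42e-14 by limma's camera test. With a correlation estimated from the libraries, the adjusted p by that test was 0.165. *Isg15* (NCBI gene 100038882, chromosome 4, 156199424 to 156200818) rose from 10.4 ± 7.5 CPM (SD, n = 3) to 304.3 ± 39.1 CPM (SD, n = 3), a log2 fold change of 4.88 (SE 0.46, adjusted p = 0.000111 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 5.64 without unstimulated replicate 1. Both lists were written from general knowledge before the data were examined.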

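A list of 21 genes of TREM1 signaling and its targets, 20 of them tested, was written in the same way as the other sets. Stimulation upregulated 13 genes and downregulated 2, and 15 of the 20 had a positive log2 fold change (median 2.16, range -2.46 to 9.81). The 2 downregulated genes were *Cd83* (-2.46) and *Tyrobp* (-1.30, adjusted p = 0.000113 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The set shifted upward by limma's camera test (adjusted p = 2.98e-06, and 0.0771 with a correlation estimated from the libraries). Adjusted over the list alone, 15 genes were also called. The list shares *Tnf*, *Il1b*, *Il6* and other cytokine and chemokine genes with the NF-kB list, so the tests of both lists are not independent. The upward shift therefore cannot be credited to TREM1 signaling in particular. *Trem1* itself (NCBI gene 58217) had 4, 6 and 8 counts in the stimulated libraries and 2, 2 and 1 in the unstimulated libraries, too few to pass the filter. Without that filter its log2 fold change was 2.12 (adjusted p = 0.0294 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 2.23 with DESeq2 (adjusted p = 0.0651 with Benjamini-Hochberg adjustment). *Jak2* (NCBI gene 16452, chromosome 19, 29251803 to 29313095), a member of the list, rose from 51.6 ± 9.82 to 539.8 ± 81.1 CPM (SD, n = 3 each; adjusted p = 1.28e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).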

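Of 19 PPAR target genes listed before the data were examined, 18 were tested, 15 had a negative log2 fold change, 9 were downregulated, and 9 were also called when adjusted over the list alone. Their median log2 fold change was -0.92, and the set shifted downward (adjusted p = 0.00116 by limma's camera test, and 0.16 with a correlation estimated from the libraries). *Pdk4*, at 1.4 ± 0.214 CPM (SD, n = 3) in unstimulated BMMs, had 0 counts in all 3 stimulated libraries, at least 4.49-fold lower against 3 counts per library. *Lpl* (NCBI gene 16956, chromosome 8, 68880555 to 68906932), which encodes lipoprotein lipase, fell from 5372 ± 1324 to 2052 ± 585.8 CPM (SD, n = 3 each), a log2 fold change of -1.39 (SE 0.28, adjusted p = 0.004 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd36* was among the 3 genes of the list with a positive log2 fold change, 0.70, and was not called (adjusted p = 0.0996 by the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); without stimulated replicate 3 its log2 fold change was 0.98.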

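*Nod2* (NCBI gene 257632, chromosome 8, 88647315 to 88688474), which encodes a cytosolic receptor for peptidoglycan fragments, rose from 4 ± 0.79 CPM (SD, n = 3) in unstimulated to 42.04 ± 1.99 CPM (SD, n = 3) in stimulated BMMs, a log2 fold change of 3.40 (SE 0.16, adjusted p = 7.47e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time, this log2 fold change lay between 3.27 and 3.56. *Tlr2* (NCBI gene 24088, chromosome 3, 83836272 to 83841824) rose from 128 ± 97.8 to 405.7 ± 20.96 CPM (SD, n = 3 each), a log2 fold change of 1.66 (SE 0.46, adjusted p = 0.0163 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Tlr2* value depended on the unstimulated libraries, and its log2 fold change was 2.51 without unstimulated replicate 1 and 1.39 without unstimulated replicate 3, where it was not called (adjusted p = 0.0503 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).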

We observed a significant overlap of the genes regulated by stimulation of BMMs with *B. burgdorferi* and those associated with gene expression dependent on LPS-, poly rI:C-RNA-, and NOD2 (Table 1). These data confirmed the complex nature of the interaction signature between *B. burgdorferi* and PRRs that depends on several receptors. Indeed, although significant overlapping was also found when comparing genes regulated by PMA_3_CSK_4_ or TLR2-induction with stimulated BMMs (Table 1), the percentage of genes that were shared among these conditions was <10%, indicating that the overall response to the spirochete is dependent on a larger array of signaling receptors.

**Table 1:** Selected upstream upregulators showing a significant overlap with the stimulation of BMM with *B. burgdorferi*^a^

Regulator	Log_2_ (fold induction)	*Z* score	*p* value	No. of molecules	Total (%)
Lipopolysaccharide		11.582	2.07E−97	527	931 (57)
Poly rI:C-RNA		8.706	1.49E−41	161	721 (22)
*Nod2*	3.373	5.265	2.61E−19	41	743 (6)
NFkB complex		6.403	2.07E−33	185	782 (24)
p38 MAPK		3.655	5.28E−19	110	759 (15)
*Tnf*	5.200	9.444	1.49E−68	474	837 (57)
*Il1b*	7.704	7.637	2.90E−55	288	823 (35)
*Il6*	7.634	4.026	2.96E−40	221	835 (27)
*Nos2*	6.355	3.853	1.01E−10	59	869 (7)
*Mif*	1.367	3.255	2.07E−07	36	751 (5)
*Ifnb1*	2.673	5.798	1.39E−42	123	622 (20)
*Il10ra*	−0.688	−7.569	3.23E+00	137	498 (28)
PAM_3_CSK_4_		4.754	1.47E−17	51	587 (9)
*Tlr2*	1.556	4.662	2.29E−09	46	616 (8)

^a^ When appropriate, the induction of the corresponding gene is shown

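The genes of the cytokines and of the enzyme that makes nitric oxide were read in the same libraries. *Tnf* (NCBI gene 21926, chromosome 17, 35199367 to 35202007) rose from 35.3 ± 16.1 CPM (SD, n = 3) to 1372 ± 115.9 CPM (SD, n = 3), a log2 fold change of 5.28 (SE 0.34, adjusted p = 2.27e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1b* (NCBI gene 16176, chromosome 2, 129364569 to 129371164) rose from 5.18 ± 5.4 to 2508 ± 416.7 CPM, a log2 fold change of 8.93 (SE 0.77, adjusted p = 7.78e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 10.2 without unstimulated replicate 1. *Il6* (NCBI gene 16193, chromosome 5, 30013114 to 30019975) had 5, 2 and 1 counts in the unstimulated libraries and 107.9 ± 70.4 CPM in stimulated BMMs, a log2 fold change of 8.93 (SE 0.83, adjusted p = 0.000106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 9.77 without unstimulated replicate 1. *Nos2* (NCBI gene 18126, chromosome 11, 78920787 to 78960226), which encodes inducible nitric oxide synthase, had 6877 counts in stimulated replicate 3 against 795 and 772 in the other stimulated libraries, and 13, 2 and 2 counts in the unstimulated libraries. Its log2 fold change was 9.41 (SE 1.43, adjusted p = 0.00105 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 7.40 without stimulated replicate 3 and 10.9 without unstimulated replicate 1. *Mif* (NCBI gene 17319, chromosome 10, 75859353 to 75860277) rose from 33.2 ± 1.73 to 86.3 ± 6.62 CPM, a log2 fold change of 1.38 (SE 0.10, adjusted p = 3.81e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); the annotation also lists processed pseudogenes of *Mif*, so its count is less certain. *Ifnb1* (NCBI gene 15977, chromosome 4, 88522025 to 88522794) had 2, 5 and 1 counts in the stimulated and 0 counts in each unstimulated library and did not pass the filter. Without that filter *Ifnb1* was upregulated (adjusted p = 0.0328 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 it was not (adjusted p = 0.0741 with Benjamini-Hochberg adjustment); with all unstimulated libraries at 0 counts the size of the change is not known. All 16 genes of the interferon pathway in Fig. 1e were called, 15 upregulated and 1 downregulated. *Oas1g* and *Ifitm3*, both among these 16, have closely related genes or copies elsewhere in the genome, so their counts are less certain, as for *Mif*. *Socs1* rose with a log2 fold change of 5.56, *Ifit3* with 3.38 (4.59 without unstimulated replicate 1) and *Irf1* with 1.22, while *Ifngr1* had a log2 fold change of -1.17. *Ifnar2* had a log2 fold change of 1.17 and was not called without stimulated replicate 3, at 0.96.

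**Figure D2:**
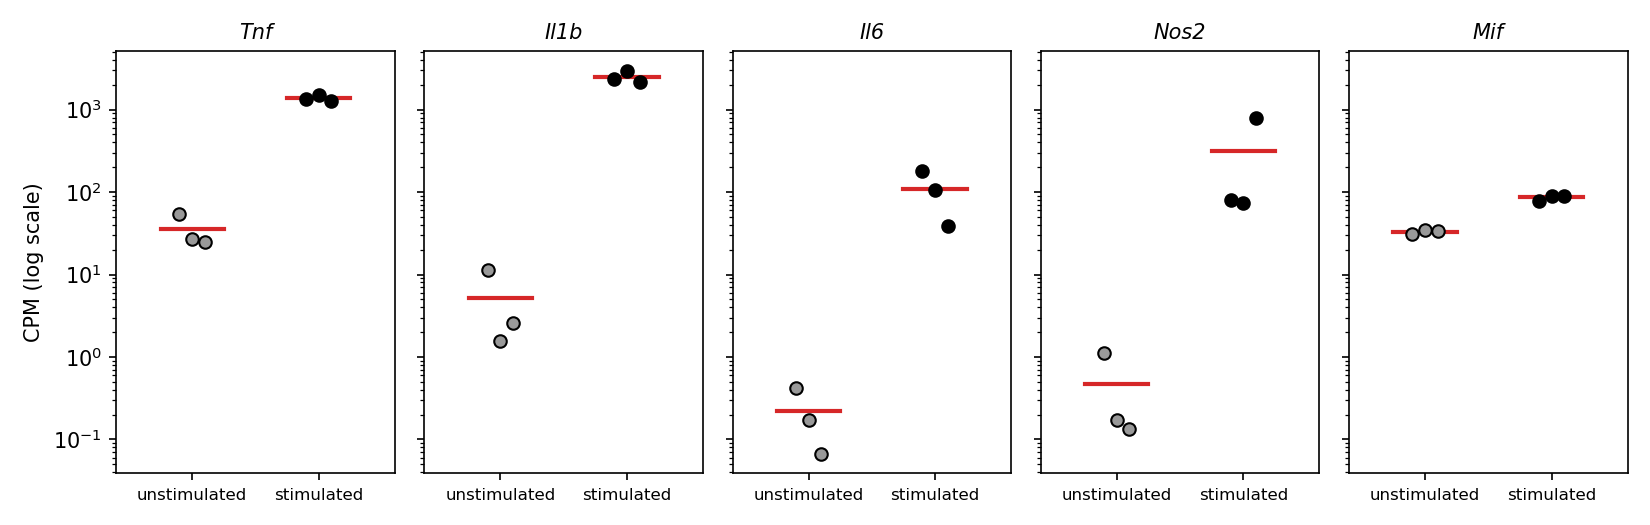
CPM of *Tnf*, *Il1b*, *Il6*, *Nos2* and *Mif* in each of the 6 libraries, on a logarithmic axis (points are libraries and red lines are means, without error bars). Every stimulated library lies above every unstimulated library for all 5 genes, and 1 stimulated point of *Nos2* lies far above the others.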

Among the upstream regulators potentially involved in the observed transcriptional response, we found a significant overlap of the cytokines TNF, IL-1β, IL-6, MIF, and IFNβ1, as well as nitric oxide (Table 1; Fig. 1e). These responses are probably a secondary activation boost launched after the initial bacterial exposure. Interestingly, even though *Il10* expression was significantly increased upon *B. burgdorferi* stimulation (3.568 log_2_ fold induction, *p* = 1.42 × 10^−59^), the overall signature response significantly matched a repressed gene expression profile triggered by the IL-10 receptor (Table 1). These data support a proinflammatory response induced primarily by the interaction of *B. burgdorferi* with macrophages that is further amplified by secreted cytokines or the inhibition of anti-inflammatory pathways.

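*Il10* (NCBI gene 16153, chromosome 1, 131019845 to 131024970) was counted at 2.9 ± 0.607 CPM (SD, n = 3) in unstimulated and 34.9 ± 1.45 CPM (SD, n = 3) in stimulated BMMs, a log2 fold change of 3.60 (SE 0.17, adjusted p = 7.47e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which lay between 3.44 and 3.75 with 1 library left out at a time. *Il10ra* (NCBI gene 16154, chromosome 9, 45253837 to 45269149) fell from 144.2 ± 14.9 to 89.6 ± 0.867 CPM, a log2 fold change of -0.69 (SE 0.10, adjusted p = 0.00107 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that did not reach the fold threshold. Among 16 genes known to be repressed by IL-10, listed before the data were examined, 14 were tested and 13 were upregulated, over all genes and adjusted over the list alone; their median log2 fold change was 6.67 with *Il12a* at its bound, and the set shifted upward (adjusted p = 4.42e-14 by limma's camera test). Of 12 genes known to be induced by IL-10, 10 had a positive log2 fold change and 8 were upregulated, over all genes and adjusted over the list alone, with a median of 1.78 and an adjusted p of 0.000179 by limma's camera test. Both sets moved upward, and many genes of the repressed set also belong to the NF-kB list. With a correlation estimated from the libraries, neither set was called (adjusted p = 0.0771 for repressed and 0.131 for induced genes by limma's camera test). Neither list is the paper's, which rests its reading of a proinflammatory response on the overlap with upstream regulators.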

### The human peripheral blood monocyte transcriptional profile shows a similar global response but distinctive species-specific pattern upon *B. burgdorferi* stimulation

To corroborate the transcriptomic results obtained using murine BMMs and to test their biological relevance in the context of human innate immune responses to the spirochete, human CD14^+^ peripheral blood monocytes (hMon) were stimulated with *B. burgdorferi*. The transcriptional profile was obtained by microarray analysis and compared with BMM. Overall, 1962 genes were upregulated and 2096 downregulated (absolute value of log_2_ fold induction ≥ 1; *p* < 0.05; Fig. 2a), a selection of which were validated by qRT-PCR (Supplementary Figure S3) and represented clear patterns of expression (Fig. 2b). Reflecting the different cell types and origins (human vs. mouse), the transcriptional fingerprints showed a limited number of genes that were regulated and in the same direction in both cell types. Thus, 195 genes were upregulated both in BMMs and hMon upon stimulation with *B. burgdorferi*, whereas 161 genes were downregulated according to the established criteria (Fig. 2c). An additional 168 genes were regulated in opposite directions in both cells types (Fig. 2c). In spite of this, IPA showed a regulation of similar expression pathways, including cell movement and recruitment of leukocytes, fatty acid metabolism, endocytosis and phagocytosis, as well as the synthesis of nitric oxide and reactive oxygen species (Fig. 2d). Moreover, analysis of upstream regulators showed similar patterns of expression in response to pattern-recognition engagement (TLR3, TRL9, TLR7, NOD2), signaling intermediaries (MyD88, NF-κB complex, IKBKB) or secondary metabolites (TNF, IL-1β, IL-1α, IFNα2) (Fig. 2e). In both cases, the expression profile resembled the inhibition of gene expression initiated by IL-10Rα, whereas in a few cases the expression profile followed opposite directions in both cells types (i.e., MITF) (Fig. 2e). These results show that in both murine BMMs and hMon, stimulation with *B. burgdorferi* results in an overlapping proinflammatory profile that, nevertheless, reveals distinct transcriptional specificities.

**Fig. 2:**
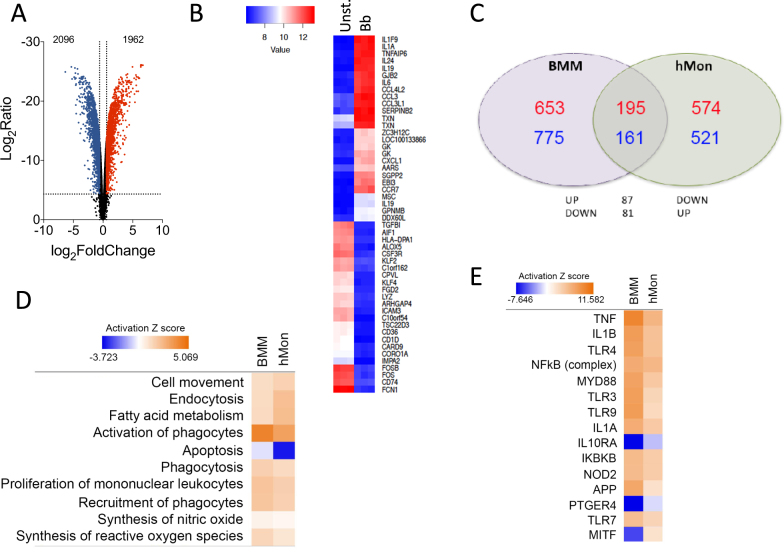
Analysis of genes regulated by *B. burgdorferi* in human CD14^+^ blood monocytes. **a** Volcano plot representing genes that are differentially regulated by stimulation with the spirochete. The red dots represent upregulated genes, whereas the blue dots correspond to those that are differentially downregulated. **b** Heat map showing the 50 most regulated genes in response to *B. burgdorferi* stimulation of human monocytes (Bb) compared with unstimulated monocytes (Unst.). **c** Venn diagram showing the overlap in gene regulation between BMMs and human monocytes stimulated with *B. burgdorferi*. The number of upregulated genes is represented in red. Downregulated genes are marked in blue. **d** Comparison of biological processes regulated in BMMs and hMon stimulated with *B. burgdorferi*. Processes that showed activation are indicated in orange, whereas those that were downregulated are presented in blue. The intensity of the colors is determined by the calculated *Z* value for each process. **e** Upstream activator pathways regulated by *B. burgdorferi* in BMMs and hMon. The colors and intensities are presented according to calculated *Z* values as in **d**

### The proteome of BMMs shows a distinct profile upon stimulation of BMMs with *B. burgdorferi*

We also assessed differences in protein levels between unstimulated and *B. burgdorferi*-stimulated BMMs using LF MS. We detected 810 proteins represented by at least 2 peptides, 35 of which showed significantly different levels (*p* < 0.05) and were regulated at least twofold (absolute value of log_2_ fold induction ≥ 1; 17 upregulated and 18 downregulated) between unstimulated and *B. burgdorferi*-stimulated BMMs (Fig. 3a; Supplementary Table S3). 

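The proteins of Table S3 were matched to genes by the entry names, which gave 1 gene for each of the 35 regulated proteins. Protein ratios are the study's and come from its proteomic samples, whereas the fold changes of the genes come from the 6 libraries. For the 17 proteins with a positive ratio, the gene was upregulated in 14 cases, not called in 3 and downregulated in 0, and 16 of the 17 genes had a positive log2 fold change. The genes not called were *Dera* (log2 fold change 0.78), *Ddx21* (0.27) and *Vps4b* (-0.19). These numbers were the same under every alternative run, which covered scaling, filters, DESeq2, limma-voom, a replicate block and leaving out each library. Over all 35 genes 21 were called, and 21 when adjusted over the list alone. *Ptgs2* (NCBI gene 19225, chromosome 1, 150100031 to 150108234), with the largest protein ratio, rose from 8.52 ± 3.45 CPM (SD, n = 3) to 4142 ± 1962 CPM (SD, n = 3), a log2 fold change of 8.93 (SE 0.59, adjusted p = 2.58e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Acod1* (NCBI gene 16365, chromosome 14, 103047012 to 103056573), the gene of the protein named IRG1, rose from 35.6 ± 51.7 to 4440 ± 303 CPM, a log2 fold change of 6.96 (SE 1.23, adjusted p = 0.00212 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 9.58 without unstimulated replicate 1. The protein ratio of IRG1 that the paper reports is 4.215 on the log2 scale. *Clec4e* (NCBI gene 56619, chromosome 6, 123281789 to 123289871) rose from 87.4 ± 119.4 to 8356 ± 1094 CPM, a log2 fold change of 6.58, or 8.83 without unstimulated replicate 1.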

Of the 17 upregulated proteins, 13 corresponded to genes that were significantly upregulated upon stimulation in the transcriptomic approach, whereas 3 corresponded to genes with no significant transcriptional change and 1 was downregulated at the gene expression level (Fig. 3a; Table 2). In contrast, the majority of proteins that were downregulated upon stimulation with *B. burgdorferi* (11 of 18) corresponded to genes without changes in expression, and 7 also showed downregulation at the gene expression level (Fig. 3a; Table 2).

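For the 18 proteins with a negative ratio, the gene was downregulated in 7 cases and not called in 11. The 7 downregulated genes were *Myo1f*, *Lrp1*, *Lgmn*, *Ppp3ca*, *Cd180*, *Niban1* and *Lpl*. The call of *Lrp1*, at a log2 fold change of -1.07, depended on single libraries, with -0.99 without stimulated replicate 1, -0.91 without stimulated replicate 2 and -0.96 without unstimulated replicate 2. Of the 11 genes not called, 8 had a negative log2 fold change and 3 a positive one, *Cd36*, *Ap3b1* and *Pls3*. *Pls3* (NCBI gene 102866, chromosome X, 75785653 to 75875182), whose protein had a log2 ratio of -1.418 in the paper, rose from 31.5 ± 3.9 to 61.8 ± 6.91 CPM (SD, n = 3 each). Its log2 fold change was 0.97 (SE 0.13, adjusted p = 0.000585 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the threshold, and it was called upregulated without stimulated replicate 1 (1.05) and without unstimulated replicate 3 (1.07). Several genes counted as not called had a small change past the adjusted p, such as *Slc25a24* with a log2 fold change of -0.69 (adjusted p = 0.000651 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Stom* with -0.66.

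**Figure D3:**
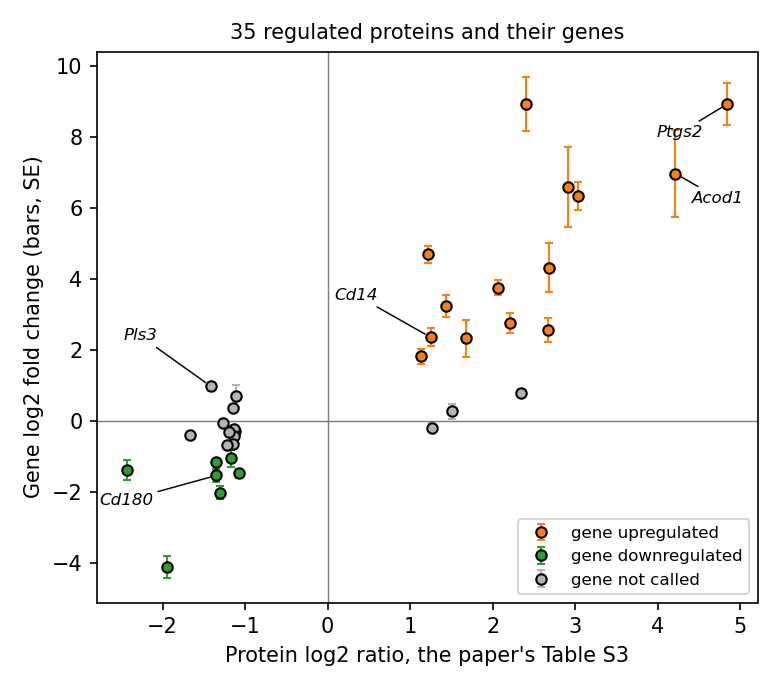
Log2 ratio of the 35 regulated proteins as given by the paper (horizontal axis) and the log2 fold change of their genes in the 6 libraries (vertical axis, bars are SE). Upregulated genes are orange, downregulated genes green and genes not called grey, and *Pls3* lies among proteins with a negative and genes with a positive value.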

**Fig. 3:**
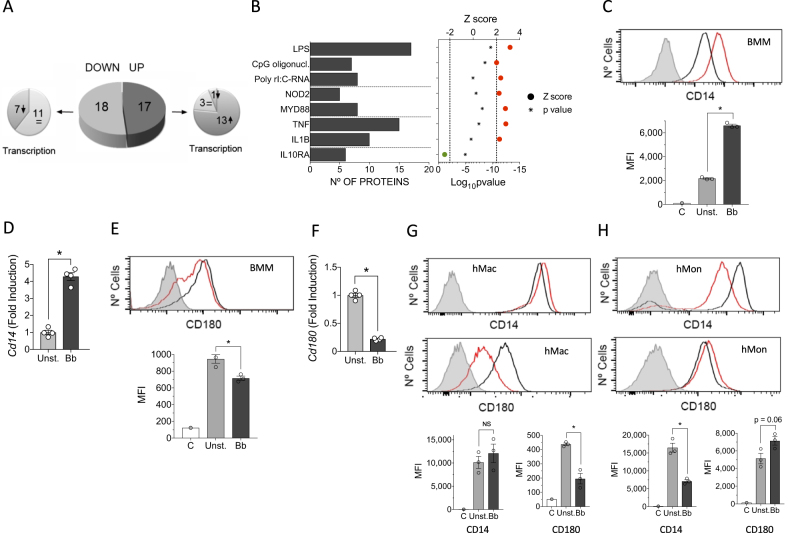
Proteomic analysis of BMMs stimulated with *B. burgdorferi*. **a** Pie chart showing the upregulated (dark gray) or downregulated proteins (light gray) in response to stimulation with the spirochete. The smaller pie charts on each side represent the direction of the regulation corresponding to the genes encoding the differentially expressed proteins. **b** Upstream regulators with significant *Z* scores (>2, red circles or <−2, green circle) and the number of regulated proteins. **c** Flow cytometry analysis of CD14 expression in BMMs stimulated with *B. burgdorferi* (red histogram) compared with unstimulated cells (black histogram). The gray histogram represents the unstained control. The average of the mean fluorescence intensity (MFI) ± SE for three independent mice is represented below. The experiment is representative of three performed. **d** Upregulation of *Cd14* expression levels determined by qRT-PCR of RNA extracted from *B. burgdorferi*-stimulated BMMs (black bar) or unstimulated controls (gray bar). The results represent the average ± SE of four independent mice and are representative of three experiments performed. **e** Flow cytometry analysis of CD180 expression in BMMs stimulated with *B. burgdorferi* (red histogram) compared with unstimulated cells (black histogram). The gray histogram represents the unstained control. The average of the MFI ± SE for three independent mice is shown below and is representative of three experiments. **f** Downregulation of *Cd180* expression levels by qRT-PCR in BMMs stimulated with *B. burgdorferi* (black bar) or unstimulated controls (gray bar). The results are the mean ± SE of 4 independent mice. **g** Expression of CD14 (top histograms) and CD180 (bottom histograms) in human monocyte-derived macrophages stimulated with *B. burgdorferi* (red histograms) and unstimulated controls (black histograms). The gray histogram represents the unstained controls. The average of the mean fluorescence intensity (MFI) ± SE for three independent determinations is represented below. The results are representative of those obtained with six independent samples. **h** Expression of CD14 (top histograms) and CD180 (bottom histograms) in hMon stimulated with *B. burgdorferi* (red histograms) and unstimulated controls (black histograms. The gray histogram represents the unstained controls. The average of the mean fluorescence intensity (MFI) ± SE for three independent determinations is represented below. The results are representative of those obtained with nine independent samples

**Table 2:** Proteins significantly regulated by *B. burgdorferi* stimulation of BMMs and their corresponding gene transcription profiles

	

Proteins and genes that were regulated in the same direction are marked in green (downregulated) or orange (upregulated). IRG1 was regulated in opposite directions at the protein and gene expression levels (marked in gray)

Despite the limited amount of proteins that were significantly changed at this time interval of stimulation, IPA showed that the majority corresponded to proteins that are known to be regulated by LPS- (17 proteins), CpG oligonucleotide- (7 proteins) or poly rI:C-RNA-induced stimulation (8 proteins; Fig. 3b). Furthermore, several proteins corresponded to NOD2- (5 proteins) or MyD88-induced pathways (8 proteins). The regulated proteins were also related to the stimulation with TNF (15 proteins) or IL-1β (10 proteins) (Fig. 3b). As expected, the proteins that were regulated by IL-10Rα engagement (6 proteins) showed that this pathway is inhibited by *B. burgdorferi* stimulation (Fig. 3b). Overall, the proteomics analysis of BMMs corroborated the activation pathways initiated by stimulation with the spirochete at the gene expression level both in BMMs and hMon.

We then sought to identify proteins that are regulated by *B. burgdorferi* in macrophages and that may have a role in the response of these cells to the spirochete. Among the differentially expressed proteins, the majority represented plasma membrane-anchored proteins (12 proteins) (Table 3). Notably, we observed two proteins, CD14 and CD180, which were regulated in opposite directions. The stimulation of BMMs with *B. burgdorferi* resulted in increased levels of both surface CD14 and gene expression (Fig. 3c, d), whereas the levels of CD180, a non-canonical member of the TLR family of proteins, were significantly reduced (Fig. 3e, f). The downregulation of CD180 was corroborated in in vitro differentiated human macrophages (Fig. 3g). In contrast, human monocytes isolated from blood showed an opposite phenotype, with reduced levels of CD14 and increased expression of CD180 in response to the spirochete (Fig. 3h), evidencing the distinct role of both types of cells in tissue homeostasis and immunity^37^.

**Table 3:** Proteins significantly regulated by *B. burgdorferi* stimulation of BMMs that are located in the plasma membrane

**Protein**	**Genes**	**Name(s)**	**Function**
CTR2_MOUSE	*Slc7a2*	ATRC2	Cationic amino acid transporte
CLC4E_MOUSE	*Clec4e*	Mincle	C-type lectin
FCGR2_MOUSE	*Fcgr2b*	CD32, FC gamma RIIB	Low affinity IgG Fc receptor
ICAM1_MOUSE	*Icam1*	CD54, Intercellular adhesion molecule 1	Adhesion molecule
CD14_MOUSE	*Cd14*	CD14	Cooperates with TLR4 and CR3
4F2_MOUSE	*Slc3a2*	CD98, Ly10	Amino acid and Ca^2+^ Transporter
CD36_MOUSE	*Cd36*	CD36, Fatty acid translocase	Lipid binding
AP3B1_MOUSE	*Ap3b1*	Pearl, Tsap4	Protein targeting to lysosome
STOM_MOUSE	*Stom*	Stomatin	Regulation of ion channels and transporters
LRP1_MOUSE	*Lrp1*	CD91, alpha-2-macroglobulin receptor	Lipid homeostasis and clearance of apoptotic cells
CSF1R_MOUSE	*Csf1r*	CD115, CSF1 receptor	Regulation of macrophage function
CD180_MOUSE	*Cd180*	RP105, Ly78	Forms dimers with MD-1. Pattern-recognition receptor

### CD180 regulates the phagocytosis of *B. burgdorferi* and the production of TNF

Among the surface proteins regulated by the stimulation with *B. burgdorferi*, Clec4e (Mincle) has been shown to be involved in the phagocytosis of several microorganisms^38^. To address its potential role in the response of phagocytic cells to the spirochete, we silenced *Clec4e* (Mincle) in RAW264.7 cells by lentiviral infection (Fig. 4a). The repression of *Clec4e* gene expression did not result in an appreciable reduction of the phagocytic capacity of RAW264.7 cells (Fig. 4b). Furthermore, the analysis of TNF production upon stimulation with *B. burgdorferi* did not result in a differential production of this cytokine (Fig. 4c), indicating that the C-type lectin receptor is not involved in the internalization or proinflammatory cytokine production in response to the spirochete.

**Fig. 4:**
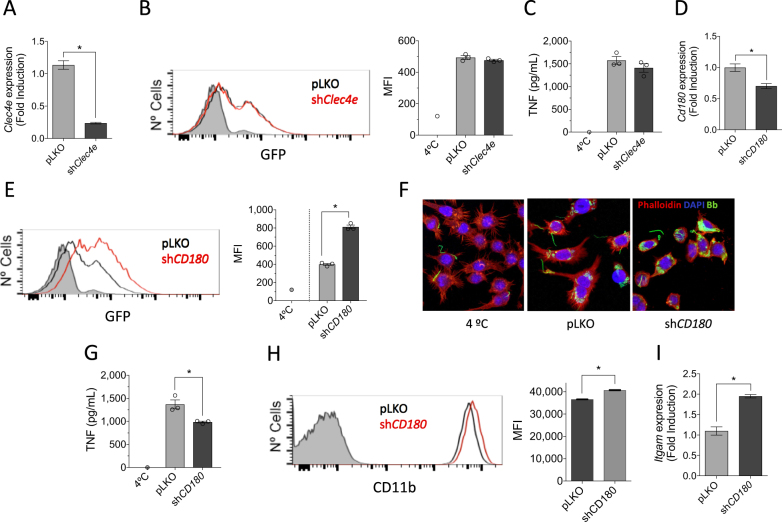
CD180 regulates the response of macrophages to *B. burgdorferi*. **a** Downregulation of *Clec4e* expression in RAW264.7 cells infected with a lentivirus containing specific shRNA (black bar) or an empty vector (pLKO, gray), as determined by qRT-PCR. The results represent the average of three determinations. **b** Phagocytosis of *B. burgdorferi* by RAW264.7 cells containing shRNA specific for *Clec4a* (red histogram) or an empty control (pLKO, black histogram). The gray histogram represents cells incubated at 4 °C (control). The average MFI of three determinations is presented on the right. The results are representative of at least three independent experiments. **c** TNF production upon stimulation with *B. burgdorferi* by RAW264.7 cells with silenced *Clec4a* or controls. **d** Silencing of *CD180* in RAW264.7 cells (black bar) or pLKO controls (gray bar), as determined by qRT-PCR. The values correspond to the average ± SE of three determinations and are representative of three experiments. **e**. Phagocytosis of *B. burgdorferi* by sh*Cd180* RAW264.7 cells (red histogram) or pLKO-infected controls (black histogram). The gray histogram represents the 4 °C control. The average of three determinations is presented on the right. The results are representative of at least three independent experiments. **f** Confocal micrograph of RAW264.7 cells containing shRNA specific for *Cd180* (shCD180) or an empty vector (pLKO). The cells were stained with phalloidin (red) and DAPI. *B. burgdorferi* are shown in green. **g** TNF production upon stimulation with *B*. burgdorferi by RAW264.7 cells containing a shRNA specific for *Cd180* or a vector control (pLKO). The average ± SE of three determinations is presented and represent at least three independent experiments. **h** Flow cytometry showing the expression of CD11b in unstimulated RAW264.7 cells containing a shRNA specific for *Cd180* (red histogram) or an empty vector (pLKO, black histogram). The gray histogram represents the unstained control. The average of the mean fluorescence intensity (MFI) ± SE for three determinations is represented on the right. **i** qRT-PCR showing the expression of the *Itgam* gene in unstimulated RAW264.7 cells containing an shRNA specific for *Cd180* (black bar) or the empty vector (pLKO, gray bar). The results represent the average ± SE of three determinations

Phagocytosis of *B. burgdorferi* is largely dependent on MyD88-mediated signals^13,39^. However, the involved receptor(s) are still unknown. Since the stimulation with *B. burgdorferi* induced the downregulation of CD180 (Table 2), we sought to determine whether this TLR family member is involved in the internalization of the spirochete and/or the induction of proinflammatory responses. 

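*Cd180* (NCBI gene 17079, chromosome 13, 102693547 to 102706631), which encodes a Toll-like receptor family member also known as RP105, was counted in all 6 libraries. It fell from 513.8 ± 101.3 CPM (SD, n = 3) in unstimulated to 175.9 ± 18.96 CPM (SD, n = 3) in stimulated BMMs, a log2 fold change of -1.55 (SE 0.17, adjusted p = 0.000241 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every stimulated library had a lower value than every unstimulated library, and with 1 library left out at a time the log2 fold change stayed between -1.70 and -1.44. Of the exonic bases of *Cd180*, 4.0% are shared with *Mast4* on the other strand, and union counting leaves out reads there if the gene model holds both. *Cd14* (NCBI gene 12475, chromosome 18, 36725064 to 36726815) moved the other way, from 332 ± 99.4 to 1694 ± 361.5 CPM (SD, n = 3 each), a log2 fold change of 2.35 (SE 0.25, adjusted p = 0.000206 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The protein ratios that the paper reports are -1.349 for CD180 and 1.246 for CD14 on the log2 scale.

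**Figure D4:**
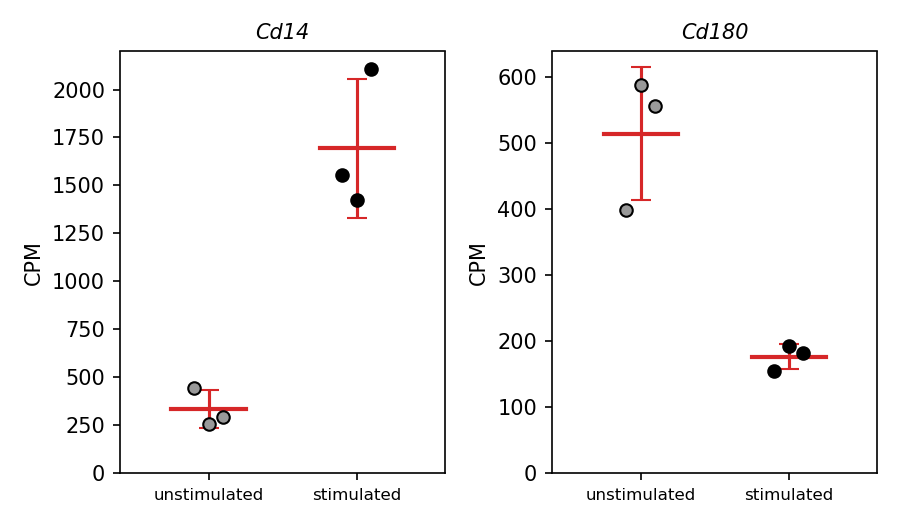
CPM of *Cd180* and *Cd14* in the 3 unstimulated and 3 stimulated libraries (points are libraries, red lines means, bars SD, axis from 0). The mean of *Cd180* is 513.8 in unstimulated and 175.9 CPM in stimulated BMMs, and that of *Cd14* is 332 and 1694 CPM.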

Silencing of *Cd180* (Fig. 4d) resulted in a significant increase in the capacity of RAW264.7 cells to internalize *B. burgdorferi* (Fig. 4e, f). Strikingly, the repression of *Cd180* also resulted in a significant reduction in TNF production by RAW264.7 cells in response to the spirochete (Fig. 4g). The stimulation of Cd180-silenced cells also resulted in lower mRNA levels of *Tnf* and *Il6* (Supplementary Figure S4). Phagocytosis of *B. burgdorferi* is mediated by several, largely unknown, phagocytic receptors, including complement receptor (CR) 3 (CD11b/CD18)^13^. Interestingly, phagocytosis mediated by CR3 results in the attenuation of the inflammatory response, particularly the production of TNF^13^. In concordance with our results, CD180 has been associated with the tempering of the proinflammatory response of macrophages^40,41^. We sought to determine whether the increased phagocytosis of *B. burgdorferi* in cells with repressed expression of *Cd180* was due to the regulation of CR3. The analysis of CD11b surface expression by flow cytometry showed significantly increased levels in sh*Cd180* cells compared with the controls (Fig. 4h). Furthermore, the analysis by qRT-PCR of sh*Cd180* cells showed the upregulation of *Itgam* gene expression (Fig. 4i).

Overall, these data unravel a new role for CD180 in the regulation of expression of the phagocytic receptor for *B. burgdorferi*, CR3. The inhibition of CR3 expression by CD180 attenuates phagocytosis and promotes proinflammatory responses. These results define CD180 as an important regulator of immune responses mediated by *B. burgdorferi*.

## Discussion

Macrophages can recognize, phagocytose, and eliminate invading pathogens and thus have a crucial role in host defense. These cells constitute a key component of the innate immune system with the ability to respond to a wide array of stimuli, both endogenous and pathogen-associated, showing an enormous capacity to adapt and respond to environmental cues. In the presence of pathogens, macrophages produce an array of inflammatory factors upon the engagement of pattern-recognition receptors (PRRs). The response of macrophages is further modulated by environmental signals, including cytokines such as TNF, IL-10, IL-6, or interferons, among other factors. The use of high-throughput (omic) techniques has grown exponentially in recent years driven by marked improvement in analytical platforms, increasing resolution and sensitivity, high-throughput capabilities and reducing costs^42^. These methodologies have allowed the elucidation of mechanisms of pathogenesis for disease-causing agents, identified disease biomarkers (biosignatures) or characterized the response to preventative and therapeutic interventions^42,43^. Omic technologies have been used in Lyme borreliosis patients, enabling the determination of a distinctive disease biosignature, particularly at the early disease stages^44–46^. Here we employed high-throughput techniques to study biosignatures of both primary murine macrophages and human monocytes exposed to *B. burgdorferi*. Our results showed that although general transcriptional traits are shared between human monocytes and murine macrophages, there are several important differences between both cell types. However, both their expression profiles resemble the transcriptional fingerprint upon recognition of bacteria and viruses by PRRs, including TLR signaling or the activation of IRF, evidencing the complex nature of the interaction signature between *B. burgdorferi* and phagocytic cells, which depends on several receptors. Moreover, comparison of the signaling pathways activated by *B. burgdorferi* on isolated murine macrophages and human peripheral blood monocytes resemble those found in peripheral blood monocytic cells obtained from patients diagnosed with Lyme borreliosis^44^ (Supplementary Figure S5) and correlates with a previous description of the transcriptome induced by *B. burgdorferi* stimulation of the murine cell line J774^47^ (Supplementary Figure S6). Overall, these data suggest that the identification of transcriptional traits in isolated cells stimulated with the spirochete can represent biosignatures that are present in infected individuals.

Inherent to their killing capacity, macrophages produce numerous molecules that, while exerting functions related to host defenses, are also capable of damaging host tissue^48^. Inflammation is, therefore, a two-edged sword and, thus, coupling of phagocytosis to inflammation must be tightly regulated. It is not surprising that many regulatory mechanisms are required to control the inflammatory response by preventing inappropriate activation or by a timely termination of the immune response. *B. burgdorferi* stimulation of TLR-dependent and independent signaling in host cells leads to transcriptional activation, the release of inflammatory mediators, and anti-microbial responses^49–52^. The stimulation with *B. burgdorferi* also leads to the induction of several anti-inflammatory pathways, including IL-10^53–56^, PPAR^34–36^, or the induction of phagocytic receptors with anti-inflammatory action, such as CR3^13,57^. The relative contribution of each is unknown, but our results show that even though IL-10 production is highly induced by the spirochete, IL-10R-dependent signaling is repressed at the time of analysis. However, our data show that the stimulation of macrophages with *B. burgdorferi* induces the downregulation of CD180. Furthermore, this stimulation also results in decreased expression of the *Ly86* gene (encoding the CD180 accessory molecule MD-1; −1.902 log_2_ fold induction, *p* = 1.09 × 10^−15^ in *B. burgdorferi*-stimulated BMMs compared with unstimulated cells), which is required for the function and surface expression of CD180^58^. In turn, the repression of CD180 expression results in the secondary upregulation of CR3 and the tempering of the inflammatory response. 

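*Ly86* (NCBI gene 17084, chromosome 13, 37345345 to 37419036) fell from 83.8 ± 6.27 CPM (SD, n = 3) in unstimulated to 22.3 ± 7.26 CPM (SD, n = 3) in stimulated BMMs. The log2 fold change was -1.92 (SE 0.21, adjusted p = 0.000213 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -2.21 and -1.76 with 1 library left out at a time. All 3 stimulated libraries had fewer CPM than each unstimulated library.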

Overall, these results suggest that the initial stimulation with the spirochete sets the starting point for the control of the proinflammatory output of macrophages, which may be more evident further downstream in the activation process. Whether the sustained exposure of phagocytic cells with *B. burgdorferi* reflects the increased activation of these anti-inflammatory pathways will be the subject of further investigation.

Our results unravel a mechanism involving CD180 to control the response of macrophages to *B. burgdorferi*. CD180 (also known as RP105) is a TLR-like protein that is expressed by B-lymphocytes, macrophages and dendritic cells^59^. CD180 is unique in its role in both enhancing and suppressing TLR responses that seem to vary with the cell type^59^. CD180 is required for full responsiveness to LPS in B cells^58,60^, while it seems to differentially regulate TLR4- and TLR2-induced responses in dendritic cells and macrophages^59^. The response to *B. burgdorferi* is more complex than the surface interaction between PAMPs and PRRs and is dependent on the internalization of the spirochete^12^. In turn, different phagocytosis pathways lead to proinflammatory responses or the downregulation of the production of cytokines such as TNF^13^. Silencing *Cd180* increased *B. burgdorferi* phagocytosis by macrophages while reducing TNF synthesis, suggesting that the TLR molecule modulates the expression of phagocytic receptors. CR3 is a phagocytic receptor that recognizes and phagocytose the spirochete, leading to a decrease in TNF production^13^. Similarly, engagement of CR3 during phagocytosis of apoptotic cells downregulates the production and secretion of proinflammatory cytokines^61^. Now, we describe a novel functional interaction between CD180 and CR3 upon *B. burgdorferi* recognition. *B. burgdorferi* is able to modulate CD180 expression, which further regulates CR3 expression and subsequent CR3-mediated phagocytosis and cytokine production, providing an additional mechanism for the regulation of the immune responses triggered by *B. burgdorferi*. This mechanism of inflammation modulation has the advantage of providing an increase phagocytic activity to macrophages (that is required while the presence of spirochetes is still high), whereas at the same time tempering the induced proinflammatory response.

Overall, our data provide a global view of the intricate response mechanisms associated with the interaction of monocytes/macrophages with *B. burgdorferi*. These data also offer clues to mechanisms of control of the phagocytic and proinflammatory activity of these cells and suggest multiple mechanisms of control that may be relevant at different phases of the response.

## Electronic supplementary material

Supplemental Materials

# Supplementary material for: A multi-omic analysis reveals the regulatory role of CD180 during the response of macrophages to Borrelia burgdorferi
**Source:** Emerg Microbes Infect. 2018 Mar 7;7:19. doi: 10.1038/s41426-017-0018-5
**Supplement:** Supplementary file 1 — Supplemental Materials

**A multi-omic analysis reveals the regulatory role of CD180 during the response of macrophages to *Borrelia burgdorferi***

Ana Carreras-González ^1^, Nicolás Navasa ^1^, Itziar Martin-Ruiz ^1^, José Luis Lavín ^2^, Mikel Azkargorta ^3,4^, Estíbaliz Atondo ^1^, Diego Barriales ^1^, Nuria Macías-Cámara ^2^, Miguel Angel Pascual-Itoiz ^1^, Leticia Sampedro ^1^, Julen Tomás-Cortázar ^1^, Ainize Peña-Cearra ^1,5^, Aize Pellón ^1^, Rafael Prados-Rosales ^1^, Leticia Abecia ^1^, Félix Elortza ^3,4^, Ana M. Aransay ^2,6^, Héctor Rodríguez ^1^ and Juan Anguita ^1,7,*^

^6^ Centro de Investigación Biomédica en Red de enfermedades hepáticas y digestivas (CIBERehd), Instituto de Salud Carlos III, 28029 Madrid, Spain.

Running Title: Multi-omic analysis of macrophages to *Borrelia*

Email Addresses: ACG: ; NN: ; IMR: ; JLL: ; MA: ; EA: ; DB: ; NMC: ; MAPI: ; LS: ; JTC: ; APC: ; AP; ; RPR: ; LA: ; FE: ; AMA: ; HR: ; JA: 

**Supplementary Figure S1 Sample distance matrix of BMMs stimulated with *B. burgdorferi* (Bb) and unstimulated controls (U)**

**Supplementary Figure S2 Validation of the RNAseq on selected genes**

Fold induction changes by qRT-PCR of a group of selected genes differentially regulated in BMMs from 4 independent mice stimulated with *B. burgdorferi* (black bars) compared to unstimulated controls (grey bars). (A) Genes upregulated. (B) Genes downregulated.

**Supplementary Figure S3 Validation of the μArray on selected genes**

Fold induction changes by qRT-PCR of a group of selected genes differentially regulated in human monocytes from 3 independent donors stimulated with *B. burgdorferi* (black bars) compared to unstimulated controls (grey bars). (A) Genes upregulated. (B) Genes downregulated.

**Supplementary Figure S4 *Tnf* and *Il6* gene expression induced by *B. burgdorferi* in RAW264.7 cells with silenced *Cd180***

Control- and *Cd180*-silenced cells (10^6^ cells /ml) were stimulated with *B. burgdorferi* at an m.o.i. of 25 for 4h. Total RNA was then extracted, reverse-transcribed and used to determine by qRT-PCR for the levels of *Tnf* and *Il6* mRNA levels. The results represent the mean ± SE of triplicates.

**Supplementary Figure S5 Comparison of the signaling pathways induced by B. burgdorferi in murine BMMs, human monocytes and PBMCs from Lyme borreliosis patients**

Pathways identified by IPA induced by the stimulation with *B. burgdorferi* or human peripheral blood monocytes (A) or murine BMMs (B) compared to those identified in PBMCs isolated from diagnosed Lyme borreliosis patients (1). The colors represent the calculated z values and are indicated as activated (orange) or repressed (blue). Pathways marked in white were not identified by IPA as regulated.

A

B

**Supplementary Figure S6 Comparison between the transcriptome of the murine cell line J774 and BMM stimulated with *B. burgdorferi***

Correlation between the transcriptome of the murine macrophage cell line, J774 stimulated with *B. burgdorferi* for 24h (2) and BMMs stimulated with the spirochete for 16h. The data corresponding to the J774 cells correspond to a uArray analysis and extracted from the supplementary materials of the study. The correlation was calculated for those genes in which a change in transcriptional levels between stimulated and unstimulated cells was found, and correspond to those with an absolute value for the log_2_FoldInduction >= 1 and p < 0.05. The genes most regulated are identified.

| **Supplementary Table S1 Primers used** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| **Gene (m = mouse/ h = human)** | **Forward** | **Reverse** | **Tm** | **Purpose** | |
|  |  |  |  |  |  |
| *Rpl19* (m) | GACCAAGGAAGCACGAAAGC | CAGGCCGCTATGTACAGACA | 60.0 | Reference, RNAseq validation | |
| *Clec4e* (m) | CAACCACACATTTGACTTCTCTT | TCAGTGAGGTGGATAGGAGCA | 59/61 | RNAseq validation | |
| *Cd14* (m) | ATAGGAACCCTAGCCCAGATGA | ACAAGGCCACTGCTTGGGAT | 62.2/60.0 | RNAseq validation | |
| *Clec4d* (m) | GGAAAGTCATTCCAGACCCA | AAGACGCCATTTAACCCACA | 58.0/56.0 | RNAseq validation | |
| C*d180* (m) | CTTGACTGCACTTGCTCAAACA | CCCACAGCTGCCATACTACA | 60.0 | RNAseq validation | |
| *Siglec5* (m) | TGTGCGTCTTTGTAGCCTGC | *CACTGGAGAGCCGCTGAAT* | 60.0/59.0 | RNaseq validation | |
| *Syk* (m) | GATGGGCTCTACCTGCTACG | CCATCAGGTTCCTGGGAGTG | 63.0 | RNAseq validation | |
| *Ptpre* (m) | ACCAAGCCTTACTGGAATACTACC | CTGTGCTATGGAGCGTCTGC | 64.0/63.0 | RNAseq validation | |
| *Ly86* (m) | TGGAACATCAAGTCCAGGGT | TCCTATCCCCTTTGTGAGGA | 58.0 | RNAseq validation | |
| *Clec10a* (m) | AACCTTCCGCTGGATCTGTG | GTTGAGACCGGGTAGGAGGA | 60.0/63 | RNAseq validation | |
| *RANBP1 (h)* | CATGACCCTCAGTTTGAGCCA | CTCGCTCCTTCCATTCTGGG | 60.2 | Reference, mArray | |
| *PLXNC1 (h)* | GGGAGCAAAATGGCTGCTTG | ACAGAAGGGTTCCCACGGTA | 60.4 | Reference, mArray | |
| *CD40 (h)* | AGGAGATCAATTTTCCCGACGA | CTCACTGTCTCTCCTGCACT | 59.5/58.7 | mArray validation | |
| *IL1A (h)* | AGGCATCCTCCACAATAGCAG | GGACCAATTACTGGCTCAAGGT | 59.8/60.2 | mArray validation | |
| *IL6 (h)* | GTGGCTGCAGGACATGACAA | GCCCAGTGGACAGGTTTCTG | 60.8 | mArray validation | |
| *FCGR1A (h)* | CTCCTTCTACATGGGCAGCAA | GGCTGCGCTTAAGGACATTT | 60/59.1 | mArray validation | |
| *ITGA5 (h)* | GCAGAATTTGGGTTCTGCCT | GGGCACTGGGTCAGATTTATTG | 58.7/59.3 | mArray validation | |
| *FCGR2A (h)* | CTTGGGGAAGACGAAGGGATG | CACAGAAGGTGCAGTCAGTCA | 60.4/60.2 | mArray validation | |
| *FCGRT (h)* | AGGCCCAGGATGCTGATTTG | AACTAGGCCCAGAACCCCTT | 60.4 | mArray validation | |
| *IL10 (h)* | GCTGTTGAGCTGTTTTCCCTG | TCCGAGACACTGGAAGGTGA | 60/60.2 | mArray validation | |
| *LY86 (h)* | AAAGAAGCGCCCCCAAAGAG | GGGAGGCGACCAATTAGAGA | 60.9/ 59 | mArray validation | |
|  |  |  |  |  |  |
| *Itgam (m)* | TGTACCACTCATTGTGGGCA | GTCCATCAGCTTCGGTGTTG | 58/60 | qRT-PCR |  |

**REFERENCES**

1. Bouquet J, Soloski MJ, Swei A, Cheadle C, Federman S, Billaud JN, et al. Longitudinal Transcriptome Analysis Reveals a Sustained Differential Gene Expression Signature in Patients Treated for Acute Lyme Disease. MBio. 2016;7(1):e00100-16.

2. Gautam A, Dixit S, Philipp MT, Singh SR, Morici LA, Kaushal D, et al. Interleukin-10 alters effector functions of multiple genes induced by *Borrelia burgdorferi* in macrophages to regulate Lyme disease inflammation. Infect Immun. 2011;79(12):4876-92.

How the deposited data were processed for this re-analysis (not part of the article)

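RNA from bone marrow-derived macrophages (BMMs) was read in 6 libraries, 3 of unstimulated BMMs and 3 of BMMs stimulated with *B. burgdorferi* for 16 h at an m.o.i. of 25. The authors mapped single reads to the mm10 genome with TopHat and counted them on genes with summarizeOverlaps in union mode, as the methods of the paper state. The deposited counts are whole numbers without normalization for 23725 NCBI gene numbers. All 6 columns of the table were used. The gene model and the version of TopHat are not named in the paper's text. Gene numbers were paired with symbols and positions through NCBI's annotation of GRCm38, the assembly that mm10 also denotes, and 23666 matched. The share of exonic bases that a gene has in common with another gene was computed from the GENCODE annotation of the same assembly.

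The libraries held between 9285452 and 14205884 counts, with medians of 10409770 in stimulated and 11068067 in unstimulated BMMs. A limit of 3 counts corresponded to between 0.201 and 0.343 CPM, which covers counting error only. The most counted gene took between 2.14% and 2.66% of a library, and the 100 most counted genes between 28.3% and 29.1%. No library was a copy of another, since the counts of libraries of 1 condition differed by 2.67 to 56.1 times the variance that counting error alone gives.

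Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The TMM method gave the scaling factors, and filterByExpr, with a minimum count of 10 and a minimum total of 15, left 11766 genes. The conditions were compared with edgeR's quasi-likelihood F test without a replicate block, and p was adjusted over all tested genes by the Benjamini-Hochberg method. Genes at an absolute log2 fold change of 1 or more and an adjusted p under 0.05 were called, the thresholds that the paper gives. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Principal components were computed from log2 CPM with a prior count of 2 over the 500 most variable genes, centred and not scaled, because the paper's text does not name its settings. CPM were computed from library sizes multiplied by the TMM factors.

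The tests were also run on simulated data with the dispersion of these libraries, in which 200 genes were changed by a log2 fold change of 2. The edgeR test recovered 193 of them and called 7 unchanged genes, and it called 0 genes where none had been changed. In that simulation without changes, DESeq2 called 4 genes, DESeq2 with betaPrior 0, limma-voom 0 and the fit with a replicate block 1. With changed genes, DESeq2 recovered 193 of them and called 14 unchanged genes, and the block recovered 192 and called 14. DESeq2 with betaPrior recovered 175 and called 0, and limma-voom recovered 192 and called 6. The simulation was run after a first exploratory run of edgeR and DESeq2 on the real counts. Its own first run recovered none of the changed genes because of an error in the simulation, which was corrected with the required recovery left as it was.

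Gene sets were tested with limma's camera at a preset correlation of 0.01, adjusted over the sets with at least 2 tested genes. The 13 sets were written by hand from general knowledge before the data were examined and are not the sets of the study's pathway analysis, which is based on a commercial database. The set of neutrophil granule genes was left out because 2 of its 12 genes were tested, and the 9 mitochondrially encoded genes because none was tested, 8 of them having no match by symbol. The regulated proteins of Table S3 were paired with genes by their entry names, and the genes of Table S2 by symbol; the symbol sf3 was read as *Csf3*. The values of human monocytes in Table S2 were not used.

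The genes given by name were chosen by a rule set before the data were examined. They are the genes that the paper names for these BMMs in its text, Figs. 1b and 1e, Tables 1 and 3 and Table S1, the genes of the 35 regulated proteins, the 5 largest changes in each direction among genes with a mean count of at least 100 and the same direction in all 3 same-numbered pairs, the members of the reported sets, *Itgam* and *Itgb2*, genes of Table S2 with an opposite direction, and *Rpl19*, the reference gene of the study's qRT-PCR. The paper's tables had been seen when the rule was written. The 4 genes of Table S2 that were not called, and the markers and example genes of the closing section, were chosen after their values were seen.

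In 18 called genes, all libraries of 1 condition had 0 counts, and a fitted fold change is then no bound. All 18 were at 2-fold or more when 3 counts were put in each library of that condition, and bounds are given on that scale. The use of such a bound in place of the fitted value of *Hamp* and *Il19*, in the comparison with the paper's values, was chosen after their values were seen. The same holds for the bounds given for genes that differ from the paper's value and whose mean in 1 condition is under that limit.

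Alternatives planned before the data were examined were DESeq2's size factors in edgeR, library size alone, no filter, at least 10 counts in every library, DESeq2 without shrinkage and with betaPrior, limma-voom, a replicate block, leaving out each library, an unadjusted p, edgeR's test against a log2 fold change of 1, other values for the principal components, and fry or an estimated correlation for the sets. DESeq2 was run on all genes with at least 1 count, with its own filter in place of filterByExpr, which left 2249 genes without an adjusted p. Library size alone shifted the median log2 fold change of all genes to -0.16. Another 8 combinations of thresholds for DESeq2 were tried after seeing the data, while looking for what separates the number of called genes here from the paper's, and all are reported. The paper's value and the value here were taken as different when they lay further apart than the spread between replicates, computed as the square root of the summed variances of log2 CPM in both conditions. For a count or a p, the criterion was a ratio over 1.5. The spread of the share of the first component is a jackknife standard error.

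Of the tests of explanations, those for other splits of the libraries, shared exons of *S100a9* and scaling of the proliferation genes and of the cholesterol synthesis genes were written down before their results were seen. All others were written down after an exploratory ranking of genes by library. The tests for scaling of unstimulated replicate 1 and for depth of stimulated replicate 3 were at first recorded as written before, and were corrected to after, since that ranking had shown the values. In the test of fewer fibroblasts as the whole cause of the departure of stimulated replicate 3, the criterion was changed after the counts were seen, from 5 times the largest count of the other libraries to any count above it. A criterion for the slope in the test of an incomplete response was withdrawn after the counts were seen, and that test was then divided into induced and repressed genes. The criteria for unstimulated replicate 1 and the list of fibroblast markers were set by hand after genes had been ranked. For the proliferation genes, the prediction was that the fall disappears under other scaling, and the quantity tested was the median of the set minus that of all genes, which no scaling can change. No scaling test was run for the cholesterol synthesis genes, because they did not change as a set with all libraries. The shift of unstimulated replicate 1 was also computed with separate baseline libraries, a check added after its values were seen.

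The microarray data of human monocytes, the proteomic data, flow cytometry, qRT-PCR and the RAW264.7 cells were not re-analysed, because the files hold the 6 BMM libraries only.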

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

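The tests of single libraries, scaling and shared exons for these genes were chosen only after the changes had been seen.

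Among the 5 largest changes in each direction in genes with a mean count of at least 100, 7 of 10 were genes that the paper and its tables do not name. *Cd38*, *Csf3* and *Cxcl3* are the other 3. What drew attention to these 7 is a signal, far above the level in the other condition, in genes outside those that the paper discusses.

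*Slamf1* had a log2 fold change of 10.15 (SE 0.28), from 0.166 to 191.7 CPM, and *Itgb8* of 9.63 (SE 0.36), from 0.186 to 154.1 CPM. With 1 library left out at a time, *Slamf1* lay between 9.73 and 11.12 and *Itgb8* between 9.13 and 10.80, the highest values being those without unstimulated replicate 2 and unstimulated replicate 1. Because the unstimulated means are under the 3-count limit of 0.201 to 0.343 CPM, these fold changes are imprecise. In the other direction, *Hpgd* had a log2 fold change of -7.69, *Pcp4l1* of -7.23, *Mamdc2* of -6.77, *Nlrp1b* of -6.75 and *Abca9* of -6.59. In stimulated BMMs these 5 were at 0.247, 0.884, 0.671, 0.386 and 0.287 CPM. The means of *Hpgd* and *Abca9* lie within or under the 3-count limit of the stimulated libraries (0.284 to 0.343 CPM), so their fold changes are imprecise too. *Abca9* ranged from -7.45, without stimulated replicate 3, to -6.20.

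The tables argue against some technical explanations. None of the exonic bases of the 7 genes lie in exons of another gene (0% on either strand), which argues against reads on exons shared with another gene. The smallest absolute log2 fold change among them was 6.592 under the 3 scalings tried. Those scalings put the median of all genes at 0.01, 0.009 and -0.16, so changes this large could not have vanished. That outcome was fixed in advance and is no separate evidence on scaling. The smallest was 6.198 when any 1 library was left out, which argues against a single library as the source of their size. Their direction was part of how they were picked. Reads shared between paralogs of *Nlrp1b* were not tested and remain open. Stimulation is the only difference between the conditions that the design names, so the changes may be part of the response to *B. burgdorferi*, a hypothesis found and tested on the same libraries.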

How the results depend on the processing

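The tests with DESeq2 at other thresholds were chosen only after the counts had been seen; all other alternatives were set before the data were examined.

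Results at a comparison numbered 18. Over 219 alternatives, 194 gave the same direction and side of an adjusted p of 0.05, or a count within 1.5 times, and 25 did not. For 86 named genes with 1190 alternatives, 1168 had the same direction and side of an adjusted p of 0.05 and 22 did not, in 11 genes. That count leaves the fold threshold aside. With it, a call changed in 4 genes, *Ifnar2* (0.96 without stimulated replicate 3), *Lrp1*, *Pls3* and *Tlr2* (adjusted p = 0.0503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without unstimulated replicate 3). *Lrp1* was not called without stimulated replicate 1 (-0.99), without stimulated replicate 2 (-0.91) and without unstimulated replicate 2 (-0.96), and *Pls3* was called without stimulated replicate 1 (1.05) and without unstimulated replicate 3 (1.07).

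The number of upregulated and downregulated genes was 1392 and 1546. The edgeR test against a log2 fold change of 1 called 890 and 904, a stricter test by construction. Leaving out 1 library gave 1354 to 1494 and 1434 to 1807. Library size alone called 1157 and 1917, relative to a median shift of all genes of -0.16. Thresholds tried after seeing the data, all with DESeq2, gave 3206 and 3240 at an adjusted p without a fold threshold, 2670 and 2794 with an absolute log2 fold change of 0.5, 2418 and 2560 at 1.5-fold, 2114 and 2272 at 0.7, 3582 and 3666 at an unadjusted p without a fold threshold, 1622 and 1827 at an unadjusted p with the fold threshold, 1606 and 1813 at the same with betaPrior, and 3059 and 2830 at a log2 fold change of 1 without a p, where the change follows from the threshold.

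The share of the first component was 86.6% over all tested genes, which include genes of little variance; the cause was not tested. *Actl6a* changed sign without stimulated replicate 3 (0.0368; range with 1 library left out -0.148 to 0.0368), and *Rpl19* changed sign without stimulated replicate 3 (0.0888) and without unstimulated replicate 3 (0.0232; range -0.107 to 0.0888); both were not called under any of these, and the cause was not tested.

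Of the 11 sets, 7 were called. With an estimated correlation 0 were called, and the adjusted p were 0.0771 for the NF-kB, IL-10-repressed and TREM1 sets, 0.131 for the IL-10-induced and S phase and mitosis sets, 0.16 for PPAR and 0.165 for interferon-stimulated genes; the cause was not tested. By fry, the Toll-like receptors had an adjusted p of 0.00454. The cholesterol synthesis set was called without unstimulated replicate 1 (0.0216; range 0.0216 to 0.64). The complement receptor 3 set was upward without unstimulated replicate 1 (0.84; range 0.609 to 0.878), not called either way.

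Of Table S2, 192 genes were called, and 158 to 211 across alternatives. Without unstimulated replicate 1, 20 of 197 log2 fold changes that the paper also gives differed from the paper's, against 7 of 198 with all libraries.

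With the replicate number as a block, 1384 and 1594 genes, 193 genes of Table S2, 14 and 7 genes of proteins and 7 sets were called, and no call of a named gene changed. The paper gives 3 independent mice but not that a number marks a mouse. Deviations of same-numbered libraries from their group correlated at 0.154, 0.081 and 0.071 across genes, and those of other pairs at -0.139 to 0.038. Each same-numbered pair thus lay above every other pair, the order that shared mice would give, but these correlations are small. Whether a number marks a mouse stays open. The main fit has no pairs because the paper's methods name none.

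At this depth, a gene with fewer than about 3 counts in a library cannot be told from 0. The filter of at least 10 counts in every library gives no value for *Il6*, *Nos2*, *Cd38* and other genes that are nearly silent in 1 condition.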

Differences from the paper's values

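Which alternatives are named for each value was settled before the data were examined; the tests with DESeq2 at other thresholds were chosen only after the counts had been seen.

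Of 198 log2 fold changes that the paper gives and that could be computed, 7 differed as fitted by more than the spread between replicates. With DESeq2 and betaPrior, 0 of 198 did. That spread is a wide criterion for values from the same libraries: *Clec4e*, at 6.58 against the paper's 5.157, lay within it (2.087). Across Table S2, DESeq2 with betaPrior lay nearest to the paper's values (Pearson's r = 0.9992, 213 genes). The r was 0.9928 without shrinkage (213 genes) and 0.9943 by edgeR (196 genes). The paper's values thus resemble shrunken ones, though its text names no such setting. For genes at 0 in all libraries of a condition, *Hamp* and *Il19*, a bound on the log2 fold change was compared (3.40 and 5.70, the paper's being 5.664 and 7.603), a rule chosen after their values were seen, and neither bound exceeded the paper's. *Hamp* has a closely related copy, *Hamp2*, so its count is less certain. The filter of at least 10 counts in every library gives no value for the 7 genes. In 6 of these 7, all but *Nos2*, the mean of the lower condition is under the limit of 3 counts per library, so the fitted log2 fold changes below are not exact. Against 3 counts per library in that condition, a comparison chosen after the values were seen, the log2 fold change is at least 8.82 for *Il6*, 9.69 for *Cd38*, 8.80 for *Csf3*, 7.38 for *Saa1* and 5.36 for *Syt7*, and -2.10 or lower for *Cx3cl1*. The bounds rest on the mean of all libraries of the other condition. That of *Cd38* would be lower without stimulated replicate 3, where its CPM was highest. Of these 6 bounds, only that of *Il6* exceeds the paper's fold by more than 1.5 times. The bound of *Saa1*, 7.38, also lies above the paper's 6.811, but by less than 1.5 times, so a difference beyond that criterion is not shown. For *Cd38*, *Csf3*, *Cx3cl1* and *Syt7* the bound does not exceed the paper's value, and no difference from the paper is shown.

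*Il6* had a log2 fold change of 8.93, and the paper's is 7.634. The difference was within the spread with library size alone, no filter, DESeq2 with betaPrior, limma-voom, the replicate block, and without stimulated replicate 1, unstimulated replicate 2 or unstimulated replicate 3. It was not with DESeq2's size factors in edgeR, DESeq2 without shrinkage, or without stimulated replicate 2, stimulated replicate 3 or unstimulated replicate 1.

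*Nos2* had a log2 fold change of 9.41, and the paper's is 6.355. It lay within the spread with DESeq2 and betaPrior and without stimulated replicate 3 (7.40), and not with the others.

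*Cd38* had a log2 fold change of 11.10, and the paper's is 9.924. It fell within the spread with library size alone, DESeq2 with betaPrior, limma-voom and without stimulated replicate 3, and not with the others. Stimulated replicate 3 held 372.1 CPM of *Cd38*, against 117.1 and 101.3 in the other stimulated libraries. With 1 library left out at a time, its log2 fold change lay between 10.26 and 11.42.

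*Csf3* had 9.84, and the paper's is 9.086. It was within the spread with library size alone, DESeq2 with betaPrior, limma-voom, and without stimulated replicate 1, stimulated replicate 2, unstimulated replicate 1 or unstimulated replicate 3, and not with the others.

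*Cx3cl1* had -4.09, and the paper's is -3.477. The gap closed with DESeq2 and betaPrior, limma-voom, and without stimulated replicate 1 or unstimulated replicate 3, and not with the others.

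*Saa1* had 8.12, and the paper's is 6.811. The values came within the spread with library size alone, DESeq2 with betaPrior, and without stimulated replicate 3, unstimulated replicate 2 or unstimulated replicate 3, and not with the others. *Saa1* has a closely related copy, *Saa2*, so its count is less certain.

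*Syt7* had 7.27, and the paper's is 6.429. The difference was within the spread with library size alone, DESeq2 with betaPrior, limma-voom, and without stimulated replicate 2, unstimulated replicate 1 (where it is a bound), unstimulated replicate 2 or unstimulated replicate 3, and not with the others.

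The adjusted p of *Il10* was 7.47e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper's is 1.42e-59. Both DESeq2 settings, with 2.24e-59 and 7.84e-60, lay nearer, and no alternative came within 1.5 times. The adjusted p of *Ly86* was 0.000213 by the same edgeR test with Benjamini-Hochberg adjustment, and the paper's is 1.09e-15; the DESeq2 settings, with 1.36e-15 and 1.31e-15, came within 1.5 times, and the others did not. For both genes the log2 fold changes, 3.60 and -1.92, were within the spread of the paper's.

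The libraries held between 9.29 and 14.21 M counts on genes, and the paper's 23 and 25 M are for uniquely mapped reads, a different quantity, so no alternative applies.

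The paper's text has 1 upregulated protein, IRG1, whose gene goes in the opposite direction (Table 2, in gray). Here 0 genes of upregulated proteins were downregulated by edgeR, and 0 under each alternative, DESeq2 and limma-voom included. *Acod1*, the current symbol of *Irg1*, had a log2 fold change of 6.96 with an adjusted p of 0.00212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was upregulated. The paper's 13 upregulated genes of these proteins stand against 14 here, and its 3 and 11 genes without change and 7 downregulated genes are the same numbers as here.

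The counts of called genes, 1392 and 1546, stand against the paper's 2066 and 2315, a ratio under 1.5. DESeq2 with the paper's thresholds called 1528 and 1697. The setting closest to the paper's counts, DESeq2 with an absolute log2 fold change of 0.7 or more (2114 and 2272), was chosen after seeing the data and departs from the threshold of 1 that the paper states.

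In Table 1, the p given for *Il10ra* is above 1, which a p cannot be. The paper also gives a fold induction for *Ifnb1*, which had 8 counts over the stimulated and 0 over the unstimulated libraries and did not pass the filter. Without the filter *Ifnb1* was upregulated (adjusted p = 0.0328 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while with DESeq2 it was not (adjusted p = 0.0741 without shrinkage and 0.0683 with betaPrior, Benjamini-Hochberg adjustment). The size of its change is not known, because all unstimulated libraries are at 0.

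Of the 213 genes of Table S2, 192 were called in the direction of the paper, 4 were tested and not called, and 17 were not tested. No filter (211), DESeq2 without shrinkage (209), DESeq2 with betaPrior (210) and the replicate block (193) call genes of that list that are not called here.

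The paper names proliferation of mononuclear leukocytes among the processes that its pathway analysis found in stimulated BMMs. That analysis scores regulated genes assigned to a process and does not measure cell division in the BMMs. The cell cycle transcripts given next are an unlike measure, so no conflict with the paper is shown. Here 18 of 20 S phase and mitosis genes were downregulated, with a median log2 fold change of -2.03. *Mki67* was higher (0.89) and not called, and 0.40 without stimulated replicate 3.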

Other observations

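All tests of unstimulated replicate 1 (mixing, scaling, a wrong label) and of stimulated replicate 3 (fibroblasts, depth, an incomplete response) were chosen only after the result was seen.

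Of the 10 ways to divide the 6 libraries into 2 groups of 3, only the real one gave as many called genes (1 of 10), and the other 9 gave 0 by edgeR. As 10 divisions cannot give a share under 0.1, and the other 9 each mix both conditions, chance cannot be excluded by this count alone. Other values argue against chance as the source of the calls as a set. In the simulation without changed genes edgeR called 0 genes, against 2938 here. In 64% of tested genes the conditions did not overlap, against 10% by chance.

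Unstimulated replicate 1 lay nearer to the stimulated libraries than the other unstimulated libraries did. It had 439 genes more than 2-fold from the mean of the other unstimulated libraries, against 132 and 113 for the other unstimulated libraries. With 1 of the other unstimulated libraries as the baseline of its deviations and the other as the baseline of the difference between the conditions, so that they share no library, the deviations correlated with that difference at 0.503 and 0.475 across genes, against 0.042 for unstimulated replicate 2 measured from unstimulated replicate 3. RNA of stimulated macrophages mixed into this library would need the same share for every induced gene. The shares needed at the 90th and 10th percentile differed by a ratio of 68, which argues against mixing as the whole cause. A scaling error would leave induced and repressed genes with the same shift, and they differed by 1.676 (1.67 and 1.74 with separate baselines), which argues against it. A stimulated library with a wrong label would lie near 1 on an axis from the unstimulated to the stimulated libraries, and this library lay at 0.164, which argues against it. No biological explanation was tested, and the state of that culture before stimulation may differ, as the paper names independent mice.

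Stimulated replicate 3 departed from the other stimulated libraries, with 846 genes more than 2-fold from their mean against 312 in each of the other stimulated libraries. Its *Nos2* count was 6877 against 795 and 772. Of 22 genes listed as fibroblast markers after the ranking, 19 were detected in the 6 libraries, and 17 were lowest in this library, which may come from fewer fibroblasts in that culture than in the other cultures. The explanation as first written needed all abundant markers to be lower by a similar factor, and that was not met: the ratio to the other stimulated libraries was 2.03 for *Fstl1*, 1.06 for *Pdgfrb*, 0.819 for *Tagln* and 0.674 for *Acta2*. Because the markers were listed after the ranking, neither side of this decides, and it stays open. The markers' CPM had a median ratio of 0.0852 to the other stimulated libraries. That ratio restates what the ranking had shown and is no separate test. CPM are already divided by depth, and the depth of that library was 0.856 of the mean of the other stimulated libraries. This argues against lower depth as the cause of the low marker values. As a cause of the whole departure, fewer fibroblasts would leave few genes more than 2-fold higher in that library than in both others, and 339 were (88 and 7 in the others), which argues against it.

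An incomplete response, between unstimulated and stimulated, was weighed for the same library. Over all tested genes the departure had a slope of -0.063 on the difference between the conditions, with separate libraries on each side, which is too small to decide. Among induced genes, 62 were more than 2-fold higher in that library than in both others and 66 lower, which argues against it for these genes. Among repressed genes, 178 were more than 2-fold higher and 69 lower, and the median departure was 0.328, so for these genes it cannot be told apart from other causes, because no value in these libraries decides it.

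*S100a8* rose from 1.54 ± 0.501 to 296.2 ± 143.9 CPM, while *S100a9* had 0, 0 and 0 counts in the stimulated and 5, 5 and 10 in the unstimulated libraries. None of the exonic bases of *S100a9* lie in exons of another gene (0%), which argues against reads on exons shared with another gene being dropped by union counting. *S100a9* did not pass the filter. Without the filter it was downregulated (adjusted p = 0.00622 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as with DESeq2 (adjusted p = 0.0076 without shrinkage and 0.00713 with betaPrior, Benjamini-Hochberg adjustment), while against 3 counts per library its log2 fold change is bounded only at -0.71. Other reasons were not tested.

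Among 20 S phase and mitosis genes, 18 were downregulated and 19 had a negative log2 fold change. *Mki67* was the exception (0.89, and 0.40 without stimulated replicate 3). The adjusted p of the set was 1.07e-09 by limma's camera test, and 0.131 with a correlation estimated from the libraries. The median of the set was -2.03 with TMM and -2.20 with library size alone, and that median minus the median of all genes, which no scaling can change, was -2.039, which argues against a scaling difference between the groups.

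LXR target genes went both ways (6 of 12 higher, adjusted p = 0.393 by limma's camera test), and the cholesterol synthesis genes did not shift as a set (median 0.36, adjusted p = 0.171 by limma's camera test) with all libraries. Without unstimulated replicate 1 that set was called (adjusted p = 0.0216 by limma's camera test), so whether it changed stays open. Of the neutrophil granule genes, *Lcn2* and *S100a8* passed the filter and both rose, too few to describe the set. Members with few counts went both ways. Without the filter edgeR called *Camp* upregulated and *Ngp*, *Ltf* and *S100a9* downregulated, and DESeq2 made the same calls except for *Ltf*, which it did not call. Of the 9 mitochondrially encoded genes, none was tested.

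The paper measures *Itgam* in RAW264.7 cells with silenced *Cd180*, which the 6 libraries do not hold. In the BMM libraries *Itgam* had a log2 fold change of -0.32 (SE 0.28) and was not called, and -0.68 without stimulated replicate 3; 68.7% of its exonic bases are shared with another gene, and union counting leaves out reads there if the gene model holds both. *Itgb2* had 0.64 (SE 0.14, adjusted p = 0.00673 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called because it did not reach the fold threshold. *Rpl19*, the reference gene of the paper's qRT-PCR, had a log2 fold change of -0.02 and was not called.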
